# *Akkermansia muciniphila*, which is enriched in the gut microbiota by metformin, improves cognitive function in aged mice by reducing the proinflammatory cytokine interleukin-6

**DOI:** 10.1186/s40168-023-01567-1

**Published:** 2023-05-30

**Authors:** Xiaoqi Zhu, Junyan Shen, Shengyu Feng, Ce Huang, Hao Wang, Fengjiao Huo, Hailiang Liu

**Keywords:** *A. muciniphila*, Metformin, Gut microbiota, Cognitive function, Inflammation, IL-6

## Abstract

**Background:**

Metformin, a type 2 diabetes treatment, improves the cognitive function of aged mice; however, whether the protective effects of metformin on cognitive function in aged mice are associated with the gut microbiome is poorly understood. Although some studies suggest that the gut microbe composition influences cognitive function and that manipulating the gut microbiota might protect against age-related cognitive dysfunction, there is no direct evidence to validate that the gut microbiota mediates the effect of metformin on cognitive improvement.

**Results:**

In this study, we show that the gut microbiota is altered by metformin, which is necessary for protection against ageing-associated cognitive function declines in aged mice. Mice treated with antibiotics did not exhibit metformin-mediated cognitive function protection. Moreover, treatment with *Akkermansia muciniphila,* which is enriched by metformin, improved cognitive function in aged mice. Mechanistically, *A. muciniphila* decreased pro-inflammatory-associated pathways, particularly that of the pro-inflammatory cytokine interleukin (IL)-6, in both the peripheral blood and hippocampal profiles, which was correlated with cognitive function improvement. An IL-6 antibody protected cognitive function, and an IL-6 recombinant protein abolished the protective effect of *A. muciniphila* on cognitive function in aged mice.

**Conclusion:**

This study reveals that *A. muciniphila*, which is mediated in the gut microbiota by metformin, modulates inflammation-related pathways in the host and improves cognitive function in aged mice by reducing the pro-inflammatory cytokine IL-6.

Video Abstract

**Graphical Abstract:**

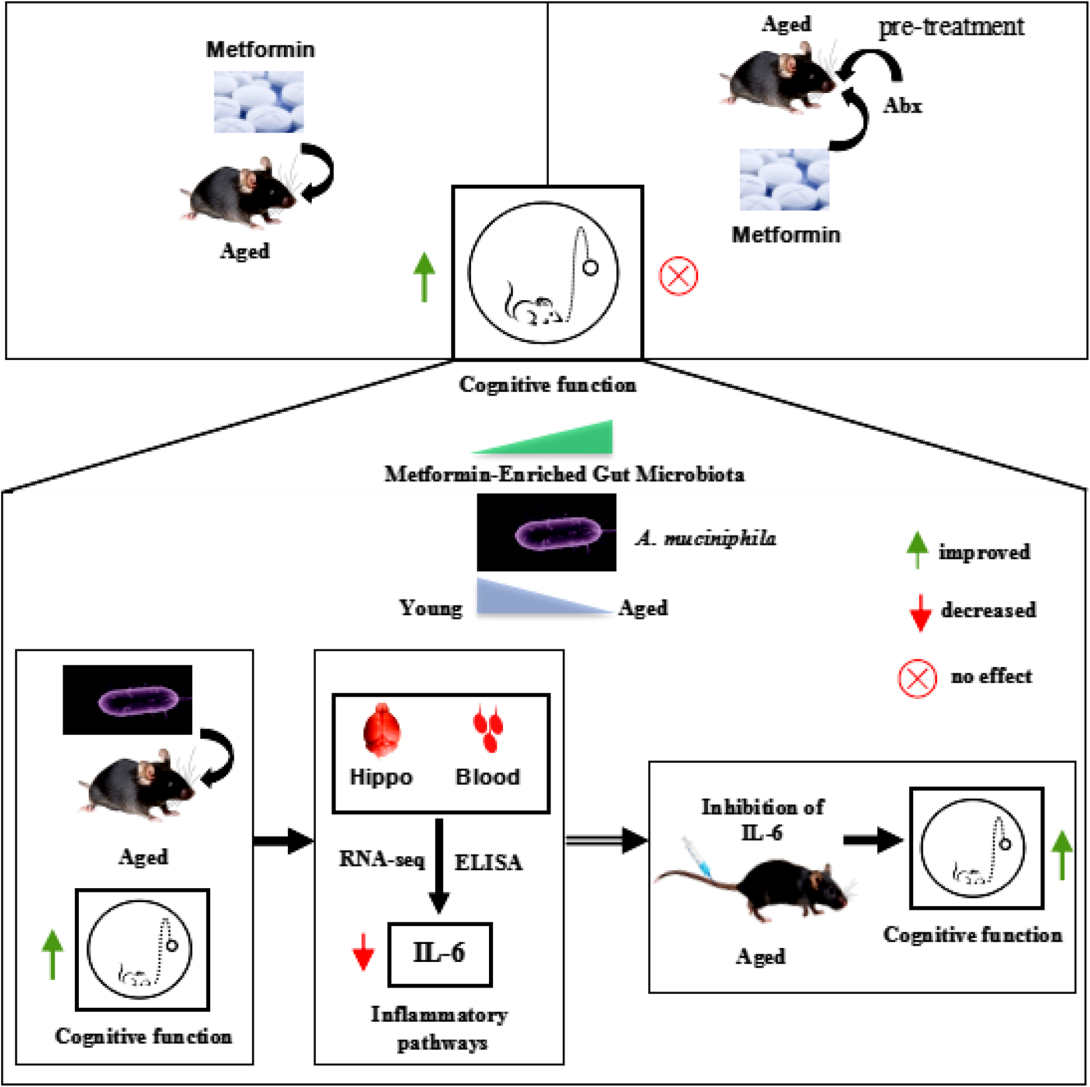

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-023-01567-1.

## Background

Metformin is a first-line treatment for type 2 diabetes. However, in addition to its value for treating type 2 diabetes, it is increasingly applied for the treatment of other disorders, including autism spectrum disorder, Alzheimer’s disease, metabolic syndrome, cancer, and ageing [1–3]. Unexpectedly, the survival of type 2 diabetes patients treated with metformin was prolonged compared with that of matched controls [3]. Recently, researchers have shown that metformin significantly extends the life span of nematodes, rodents, and primates [3–7], but the mechanism underlying its anti-ageing effects remains unclear.

Recent studies of animals and humans have indicated that the gut microbiome is a major site of action of metformin. Metformin induces a profound shift in the composition of the gut microbiota community, which might contribute to the anti-diabetic effect of metformin [8–11]. The effects of metformin on host physiological functions are affected by its interactions with symbiotic microbiota in an evolutionarily conserved manner, from nematodes to more evolved organisms [8, 9, 12, 13]. The anti-ageing effects of metformin are also related to changes in the microbiota, which have been investigated in nematodes [12, 14, 15]. Metformin improved the cognitive function of aged mice in our previous study [7]. However, whether the protective effects of metformin on cognitive function in aged mice are associated with the gut microbiome is poorly understood.

Gut microbes influence neuro-regeneration and behaviour via the gut-brain axis. Furthermore, the gut-brain axis and gut microbiota play critical roles in orchestrating brain development and behaviour [16–21], and the immune system is emerging as an important regulator of these interactions [16]. The gut microbiota modulates the maturation and function of tissue-resident immune cells in the central nervous system (CNS) [19]. The gut microbiota also influences the activation of peripheral immune cells, which regulate responses to neuroinflammation and brain injury, autoimmunity, and neurogenesis [22, 23]. Accordingly, both the gut microbiota and immune system participate in the etiopathogenesis or manifestation of neurodevelopmental, psychiatric, and neurodegenerative diseases, such as autism spectrum disorder, depression, and Alzheimer’s disease [16, 24–26]. The gut microbiota has also been increasingly associated with changes in factors relevant to neurotransmission, including neurotransmitter signalling, synaptic protein expression, long-term potentiation, and myelination, as well as a variety of complex host behaviours, including stress-induced, social, and cognitive behaviours [16, 27]. These studies suggest that the gut microbe composition influences cognitive function and that manipulating the gut microbiota might protect against age-related cognitive dysfunction.

Because there is no direct evidence to validate that the gut microbiota mediates the effect of metformin on cognitive improvement, we cannot exclude the possibility that alteration of the microbiota caused by improvement in cognitive function or other factors contribute to the effect of metformin on cognitive improvement. Herein, we explored the underlying mechanism of the gut microbiota and specific probiotics in the effect of metformin on cognitive function in aged mice. The results showed that metformin could significantly improve the cognitive function of aged mice and alter the gut microbiota. *Akkermansia muciniphila* (*A. muciniphila*), a metformin-associated gut probiotic, improved the cognitive function of aged mice by reducing inflammation both systemically and in the hippocampus.

## Methods

### Mice and diet

Aged C57BL/6 male/female mice (postnatal age of 6–7 months) were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. All mice were kept on a 12-h light/dark cycle with access to irradiated food and sterile water ad libitum in a temperature-controlled room with two to five mice per cage (22–25 °C). All mice were maintained in a light- and humidity-controlled climatic chamber under specific pathogen-free (SPF) conditions with fresh HEPA-filtered air. All mice had access to food and water ad libitum at a temperature of 21 °C ± 1 °C and humidity of 55% ± 10% until they are over 15 months old. After treatment, the mice underwent behavior tests or tissue collection. All animal procedures were carried out in strict accordance with the principles of laboratory animal care.

### Morris water maze (MWM) task

The MWM was used to measure hippocampal-based spatial memory and learning functions. The MWM apparatus consisted of a circular pool (1.2-m diameter) that contained water maintained at 24 to 26 °C. A clear, circular escape platform (11-cm diameter) was submerged approximately 1.5 cm below the water surface. To escape from the water, the mice had to find the hidden escape platform. Each acquisition trial was started by placing the mouse in the water facing the wall of the tank. The training protocol lasted 5 or 6 days (four trials per day). For each trial, the animal was placed in the maze near one of four possible points: north, south, southeast, or northwest. The location was determined randomly for each trial. During each trial, the animal was given 60 s to locate the submerged platform. If a mouse did not locate the platform, it was gently led to the platform. After either finding or being led to the platform, the animal was left on the platform for 20 s to allow it to become familiarized with its location with respect to visual cues. The animals were tested in squads of six to eight mice, with all treatment groups represented within each testing squad. The inter-trial interval for each mouse was approximately 20 min. The mice were subjected to probe trials 24 h after training. During the probe trials, the platform was removed and the mice were allowed to swim in the pool for 60 s. A camera mounted on the ceiling in the center of the pool was used to track the swim route of the mouse. Data were collected using a computerized animal tracking system (EthoVision XT Base; Noldus 2020 Software, Nottingham, UK), which recorded the path length, swim speed, time spent in each quadrant of the pool, and time taken to reach the platform (latency). The time spent in each quadrant was recorded. Trials were consistently performed between 1:00 pm and 5:00 pm.

### Novel object recognition (NOR) test

The NOR test takes advantage of a rodent’s spontaneous preference to explore novel objects relative to familiar objects. This is the benchmark test for recognition memory in rodents and is dependent on the integrity of the hippocampus. The test was conducted in a black soundproof chamber (35 × 40 × 40 cm). A video camera connected to a computer was used to record the exploration and testing sessions. A single trial consisted of a familiarization phase (encoding) followed by a 1-h delay interval and then a test phase (retrieval). During the familiarization phase, the mouse was allowed to explore and become familiar with two identical objects placed side-by-side in the chamber for 10 min for 3 consecutive days. A single 10-min familiarization phase was presented before the test phase. We tested the mice after a delay of 1 h. Before the test phase, one object was replaced by an object unfamiliar to the mouse (novel object). During the test phase, the mouse was allowed to explore the two objects placed side-by-side (one novel object) for 5 min. The experimenter recorded the object exploration time until the mouse touched the novel object (nose within 1 cm of the object). The novel object and the position of the novel object (left/right) were counterbalanced within each group. The experimenter was blinded to the group allocation of mice during the offline data analysis.

### Open-field test

The open-field test was performed to analyse anxiety and depression-like behaviour in mice in an open-field environment. The open field apparatus (MedAssociates, Inc., Vermont, USA) was a box (30 cm × 30 cm × 21 cm) placed in a soundproof environment with controlled lighting (approximately 200 lx). A video camera connected to a computer was used to record the exploration and testing sessions. Mice were placed along the edge of the arena and allowed to freely explore the area for 20 min. The total distance travelled, distance travelled in the central zone (10 cm × 10 cm square area), times the central zone was crossed, and time spent in the central zone were recorded using Activity Monitor software (MedAssociates, Inc., Vermont, USA).

### Antibiotic (Abx) treatment and fecal transplants

Commensal bacteria are required for normal development, especially of the immune and nervous systems; we used a model of Abx-induced dysbiosis according to a previously published protocol [28]. The Abx compounds were applied via the drinking water for 7 days and consisted of ampicillin (1 g/L; Pfizer, New York, NY, USA), vancomycin (250 mg/L; Sigma-Aldrich, St. Louis, MO, USA), neomycin (1 g/L; Sigma-Aldrich, St. Louis, MO, USA), and metronidazole (1 g/L; Sigma-Aldrich, St. Louis, MO, USA). At 72 h before gut flora reconstitution, the Abx treatment was discontinued and replaced by sterile tap water. Fresh fecal samples were collected from the same littermates of the SPF control mice and homogenized in pre-reduced phosphate-buffered saline (PBS) at 10 mL/g, vortex for 3 min, and allowed to settle for 2 min. The supernatant was filtered with a 70-μm sterile filter membrane. Finally, 200 μL of the suspension was administered by oral gavage to Abx-pretreated SPF mice. For mock treatment, mice were administrated with pre-reduced PBS.

### Bacterial culture and treatment

*A. muciniphila* (ATCC BAA835) was cultured under anaerobic conditions at 37 °C in Brain Heart Infusion media supplemented with 0.05% hog gastric mucin-type III (Sigma-Aldrich, St. Louis, MO, USA) [29]. *A. muciniphila* was freshly cultured in anaerobic conditions as described above for about 1 week and then washed, pelleted, and stored at − 80 °C with 30% glycerin. A representative glycerol stock was thawed under anaerobic conditions to determine the CFU/ml by plate counting using mucin media containing 1.5% agarose (agar noble; Difco). And samples were then resuspended at 2 × 10^9^ cfu/mL in pre-reduced PBS. Additionally, an identical quantity of *A. muciniphila* was inactivated by pasteurization for 30 min at 70 °C. Exogenous bacteria cannot be easily colonized into the mouse gut without Abx pretreatment [30]; thus, Abx-pretreated mice were gavaged every twice a day for 2 months with a 200-μl bacterial suspension, pasteurized *A. muciniphila* or sterile pre-reduced PBS with the corresponding concentration of the glycerin solution as vehicle control.

### Measurement of plasma cytokines and tissue harvesting

The mice were deeply anesthetized using tribromoethanol (Sigma-Aldrich, St. Louis, MO, USA). Blood was taken by removal eyeball and centrifuged at 1000 × g/min for 10 min at 4 °C to obtain plasma for measurement cytokines using the Bio-Plex Pro Mouse Cytokine Standard 23-Plex (Bio-Rad) according to the manufacturer’s protocol. The cytokine such as tumour necrosis factor (TNF)-α, IL-1β, and IL-6 was secondly validated with the ELISAs reagents (Absin, Shanghai, SH, China) and performed according to the manufacturer’s instructions. Cytokine concentrations are expressed in pg/mL. The mice underwent cardiac perfusion with 0.01 M PBS (Sigma-Aldrich, St. Louis, MO, USA). The brain hemispheres were placed on an ice-cold glass dissection plate and orientated in the sagittal plane. The right hemispheres were placed in 4% paraformaldehyde for cryostat sectioning and immunohistochemistry and stored at − 80 °C until required.

### Immunostaining

Brain tissue slices (10 μm) or cultured cell samples were treated with 4% PFA for 20 min and stored at room temperature. After three washes with PBS, all slides were incubated in blocking buffer (3% bovine serum albumin, 5% normal donkey serum, and 0.3% Triton X-100 in PBS) for 1 h at room temperature. Slides were immersed in primary antibody buffer (200 μL per slide) for incubation overnight at 4 °C. Primary antibodies used throughout this study include anti-Iba1 (1:500; Abcam, Cambridge, MA). The following day, coverslips and slides were washed three times with PBS and then incubated with appropriate Alexa488-secondary antibodies (1:1000; Thermo Fisher Scientific, Waltham, MA) for 1 h at room temperature. DAPI staining was used to label the nuclei for 15 min.

### Quantification of immunohistochemical staining

Each experimental group contained at least three mice. Twelve serial sections (sagittal, 10 μm) per mouse were chosen for subsequent immunostaining, according to similar anatomical locations for each mouse.

### Fecal microbiota composition (16S ribosomal RNA gene sequencing)

Fresh fecal specimens were harvested, snap-frozen, and stored at − 80 °C prior to analysis. DNA from the fecal specimens was extracted with a TIANamp Stool DNA Kit (TIANGEN, Beijing, China) according to the manufacturer’s instructions. The V3–V4 hypervariable region of the 16S ribosomal RNA gene was amplified and prepared for sequencing as outlined in the Illumina 16S Metagenomic Sequencing Library Protocol (Illumina, San Diego, CA, USA). Samples were sequenced at Teagasc Sequencing Facility on the Illumina MiSeq platform (Illumina) using a 2 × 250 bp kit. FLASH was used to assemble paired-end reads. Further processing of paired-end reads, including quality filtering based on a quality score of > 25 and removal of mismatched barcodes and sequences below the length thresholds, was completed using QIIME (version 1.9.0). Denoizing, chimera detection, and clustering into operational taxonomic unit groupings were performed using USEARCH v7 (64-bit). The operational taxonomic units were aligned using PyNAST, and taxonomy was assigned using BLAST against the SILVA SSURef database release 123. Alpha and beta diversities were generated in QIIME.

### *A. muciniphila *quantification

The relative abundance of *A. muciniphila* in feces was detected by qPCR. The primers and probes used to detect *A. muciniphila* were as described by Everarda et al. [31]: forward *A. muciniphila*, CAGCACGTGAAGGTGGGGAC; reverse *A. muciniphila*, CCTTGCGGTTGGCTTCAGAT. Detection was achieved with an ABI 7500 real-time PCR system and software (Applied Biosystems, Foster City, CA, USA). Each assay was performed at least twice in the same run. The cycle threshold of each sample was then calculated based on the standard curve created by diluting genomic DNA. The data are expressed as the fold change of *A. muciniphila* relative to the control group.

### RNA-sequencing (RNA-Seq)

The blood and hippocampus total RNAs were extracted from mice that *A.muciniphila* was not successfully colonized in the gut using the Invitrogen TRIzol following the manufacturer’s instructions. Blood and hippocampus three replicate RNA-seq libraries were prepared from the control and WAC mice groups respectively. The six libraries were performed by BGI America (Cambridge, MA) using the BGISEQ-500 sequencer. Raw sequencing reads were cleaned by removing reads containing adaptor sequences, reads containing poly-N sequences, and low-quality base ratio. Afterwards clean reads were obtained and stored in FASTQ format. Clean reads were mapped to the reference genome using HISAT2 (v2.0.4)/Bowtie2 (v2.2.5) tool. The gene expression level was calculated and normalized by RESM software. Differentially expressed genes (DGEs) analysis under the conditions of Fold Change ≥ 1.5 and FDR ≤ 0.05. The heatmap was drawn by Graphpad prism 8 according to the gene expression in different samples. To take insight to the change of phenotype, KEGG (https://www.kegg.jp/) enrichment analysis of annotated differently expressed gene was performed by Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution) based on Hypergeometric test. The significant levels of terms and pathways were corrected by *Q* value with a rigorous threshold (*Q* value ≤ 0.05) by Bonferroni.

### Graphics

Unless otherwise specified, plots were generated using R (https://www.R-project.org/) or GraphPad Prism 8 (GraphPad Software, San Diego, CA).

## Results

### Metformin improved cognitive function and reprogramed the gut microbiota in aged mice

To explore the effects of metformin treatment on cognitive function, the MWM and NOR test were used to examine learning and memory function. The MWM results showed that spatial learning and memory function were significantly improved in the metformin-treated group. During the 5-day learning phase, the latency to the escape platform was significantly shorter in the treatment group than that in the control group (Fig. 1a). During the probe trial, the latency to first crossing the former platform location was significantly shorter in the treatment group than that in the control group (Fig. 1b). Additionally, the number of times the mouse crossed the former location of the platform and the time in the target quadrant were greater in the treatment group than those in the control group (Fig. 1c, d). The swim velocity in the probe trial was not different between the two groups (Fig. 1e). Next, we examined working memory function using the NOR test. The results showed that the number of times mice touched the new objects was significantly increased in the treatment group (Fig. 1f). To exclude interference by depression in the evaluation of working memory, we conducted an open-field test. The results showed no difference in the number of times the centre area was crossed and in the time spent in the centre area (Fig S1a–b). These results indicated that metformin significantly improved cognitive function in aged mice.

**Fig. 1:**
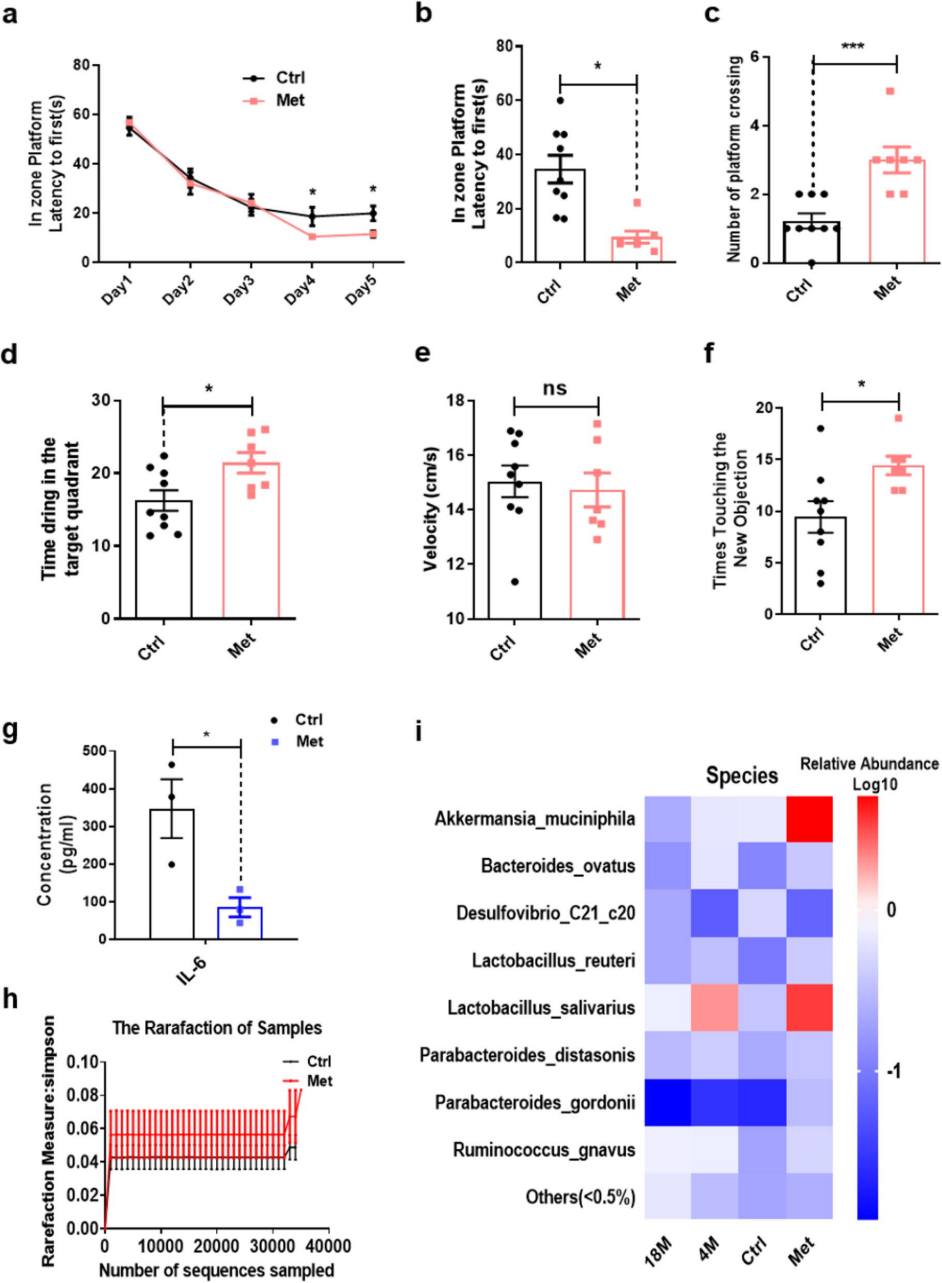
Detection of changes in cognitive function and gut microbiota in aged mice treated with metformin. **a** The escape latency was significantly decreased in the metformin-treated group during the acquisition phase. **b** The latency to reaching the former platform location was significantly decreased in the metformin-treated group. **c** The number of times the former platform location was crossed and **d** the time of staying the previous platform quadrant were significantly increased in the metformin-treated group during the probe test. **e** The mean velocity was not different between the two groups. **f** In the novel object recognition test, the number of times that a new object was touched was significantly increased in the metformin-treated group. **g** IL-6 protein was significantly decreased in the metformin-treated group. **h** The α diversity according to the Simpson index was increased after metformin treatment. **i** Heatmaps indicate the gut microbiota at the species level in metformin-treated groups is in favour of a younger phenotype (4 M) but not the older phenotype (18 M). Colours on the heatmap indicate the relative abundance of gut microbiota. Red indicates upregulated bacteria, and blue indicates downregulated bacteria. Ctrl, control; Met, metformin. The overall significance between the two groups was determined by Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant

We also detected cytokines in the plasma using an ELISA (ELISA). The results showed that the level of the inflammatory marker IL-6 was decreased in the plasma (Fig. 1g). In addition, to investigate the improvement of cognitive function and the decrease in systemic proinflammatory cytokines, we also detected the microbial community structure after metformin treatment for 1 month. In a metagenomic analysis of stool samples from mice treated with metformin for 1 month, the α diversity according to the Simpson index indicated that metformin-treated mice exhibited different gut microbiota structures (Fig. 1h). At the species level, dramatic increases were observed in the relative abundances of *A. muciniphila, Lactobacillus salivarius, Lactobacillus reuteri,* and *Parabacteroides distasonis* in aged mice treated with metformin (Fig. 1i). These members of the gut microbiota have been reported to be associated with other disorders. To further screen organisms in the gut microbiota associated with ageing, we detected the microbial community structure in 4-month-old and 18-month-old mice and observed changes in the relative abundance of *A. muciniphila*, *Lactobacillus salivarius*, *Bifidobacterium pseudolongum*, *Bacteroides ovatus*, *Lactobacillus reuteri*, and *Parabacteroides distasonis,* which were sharply decreased in aged mice (Fig. 1i). These results reveal that metformin might alter the gut microbiota structure in favour of a younger phenotype.

### The gut microbiota is necessary and sufficient for the effects on cognitive function induced by metformin

To determine whether the gut microbiota is necessary for the improvement of cognitive function induced by metformin, we measured the cognitive function of aged mice treated with metformin. SPF mice treated with metformin for 1 month exhibited cognitive function improvement and alteration of the microbiota (Fig. 1a, j). Meanwhile, we noticed that Abx treatment of mice for 3 or 6 days eliminated a large proportion of the gut microbiota, and the α diversity index, ace index, observed_species, and Chao index were significantly decreased (Fig S2a–c). Mice pre-treated with Abx for 3 days were considered germ-free, and these mice were then treated with metformin. The MWM and NOR results showed that Abx treatment of SPF mice prevented the improvements of spatial memory and working memory function induced by metformin (Fig. 2a, k). The metformin-induced decrease in latency to the escape platform during the 5-day learning phase compared with that in the control group was abolished (Fig. 2a). Additionally, the number of times the former platform location was crossed and the time in the target quadrant were also similar to those of the control group during the probe trial (Fig. 2b–d). The swim velocity in the probe trial was not different among the three groups (Fig. 2e). The results indicated that the gut microbiota is necessary for metformin-mediated improvement of spatial memory function. Postnatal standardization of the gut microbiota via faecal microbiota transplantation (FMT) of gut microbiota from mice in the same litter restored cognitive function in Abx-treated SPF mice to levels seen in naïve SPF metformin-treated mice. Mice in the FMT + Met treatment group exhibited a shorter latency to the escape platform than those in the control, Abx-treated, and FMT-treated groups during the 5-day learning phase (Fig. 2f). Additionally, the latency to crossing the former platform location was significantly shorter in the FMT + Met treatment group than that in the control, Abx-treated, and FMT-treated groups (Fig. 2g). Furthermore, the number of times the former platform location was crossed and the time in the target quadrant were significantly increased in the FMT + Met group during the probe trial (Fig. 2h–i). The swim velocity in the probe trial was not different among the four groups (Fig. 2j), suggesting that the gut microbiota is required for the effects of metformin on cognitive function improvement in aged mice. The NOR experiment results also showed that the number of times mice touched new objects was significantly increased among mice treated with metformin. The effect of metformin on improving working memory function was abrogated in Abx treatment of SPF mice, and this effect was restored after standardization of the gut microbiota in Abx-treated SPF mice to that from mice in the same litter (Fig. 2k). These results indicated that the gut microbiota is necessary and sufficient for the effects of metformin.

**Fig. 2:**
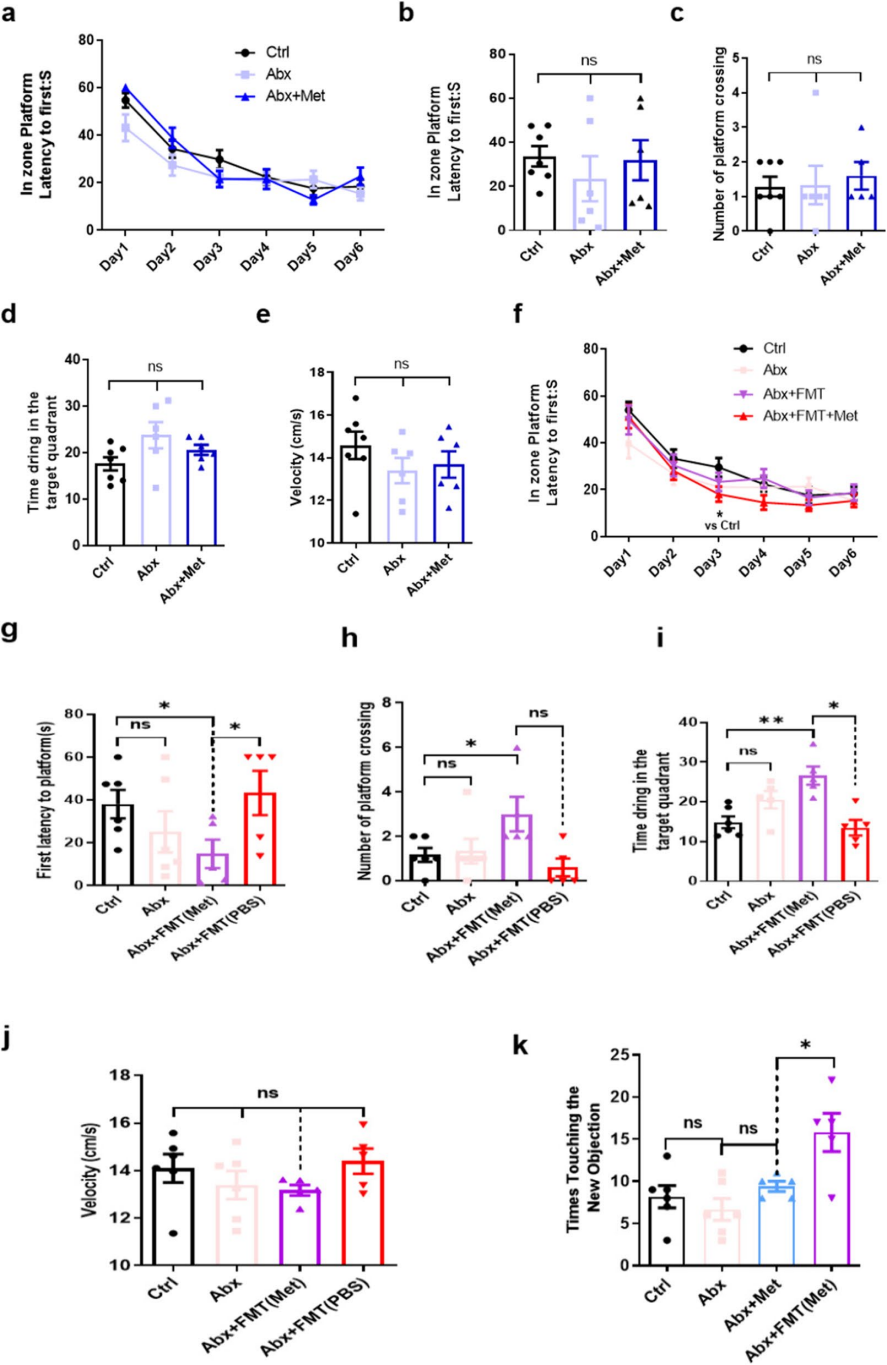
The gut microbiota is necessary and sufficient for the effects of metformin on cognitive function. **a** The escape latency in the Abx and metformin-treated (Abx + Met) group was not different from that of the Abx-treated and control groups during the acquisition phase. **b** Latency to first reaching the platform. **c** Number of times mice crossed the platform. **d** Time that mice stay in target quadrant where the platform was located. **e** The mean velocity was not different among the Abx + Met, Abx, and control groups. **f** The FMT + Met group had a shorter latency in reaching the escape platform than the control, Abx-treated, and FMT-treated groups during the acquisition phase. **g** The latency to first crossing the previous platform location was significantly shorter in the FMT + Met group than that in the control, Abx, and FMT groups. **h** The number of times the previous platform location was crossed and **i** the time in the target quadrant were significantly increased in the FMT + Met group during the probe test. **j** The mean velocity during the probe test was not different among the four groups. **k** The number of new objects touched times was significantly increased in mice treated with metformin and decreased in the Abx + Met group. However, this behaviour was restored in Abx-treated specific pathogen-free mice who underwent standardization of the gut microbiota with that from mice in the same litter. Ctrl, control; Met, metformin. The overall significance among three or four groups was determined by one-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant

### *A. muciniphila*, which is enriched in the gut microbiota by metformin, improves cognitive function in aged mice

We aimed to determine whether specific bacterial taxa mediate cognitive function improvement in response to metformin. *A. muciniphila* was the first taxa found to be enriched by metformin, and its level decreases during ageing (Fig. 1). *A. muciniphila* is a commensal organism that resides in the mucus layer of the gut and plays a key role in degrading mucin [29, 32, 33]. However, the influence of *A. muciniphila* on the host physiological functions is controversial [34]. Some researchers have reported that an abundance of *A. muciniphila* was inversely correlated with body weight, fat mass, inflammation, insulin resistance, and glucose intolerance [31, 35–37]. However, proof-of-concept studies have been conducted, and in some studies, over-representation of *A. muciniphila* in the faces was not associated with a beneficial effect. Other studies have reported an increased abundance of *A. muciniphila* with ingestion of a high-fat, high-sucrose diet and in patients with diabetes [38]. Correspondingly, an increased abundance of *A. muciniphila* has also been found in a series of studies investigating Parkinson’s disease and multiple sclerosis [39–42]. To determine whether *A. muciniphila* mediates cognitive function improvement in response to metformin, mice were gavaged with 10^9^ cfu *A. muciniphila* every 2 days for 30 days. After oral gavage, mice treated with *A. muciniphila* harboured a higher relative abundance of *A. muciniphila* (Fig. 3a). We next examined cognitive function in mice treated with *A. muciniphila* using the MWM and NOR test. The results showed that cognitive function was significantly improved in the *A. muciniphila-*treated group. The MWM results showed that the latency to reaching the escape platform was significantly shorter in the treatment group than that in the control group during the 5-day learning phase (Fig. 3b). The latency to first crossing the previous platform location (Fig. 3c) was significantly shorter in the treatment group than that in the control group during the probe trial, and the swim velocity in the probe trial was not different between the two groups (Fig. 3d). The NOR test results showed that the number of times new objects were touched was significantly increased in the treatment group (Fig. 3e). Additionally, no difference was observed in times of the centre area crossed, the time spent in the centre area, and the ambulatory distance in the open field test (Fig S3a–c). These results suggest that *A. muciniphila*, which is enriched by metformin, improves cognitive function.

**Fig. 3:**
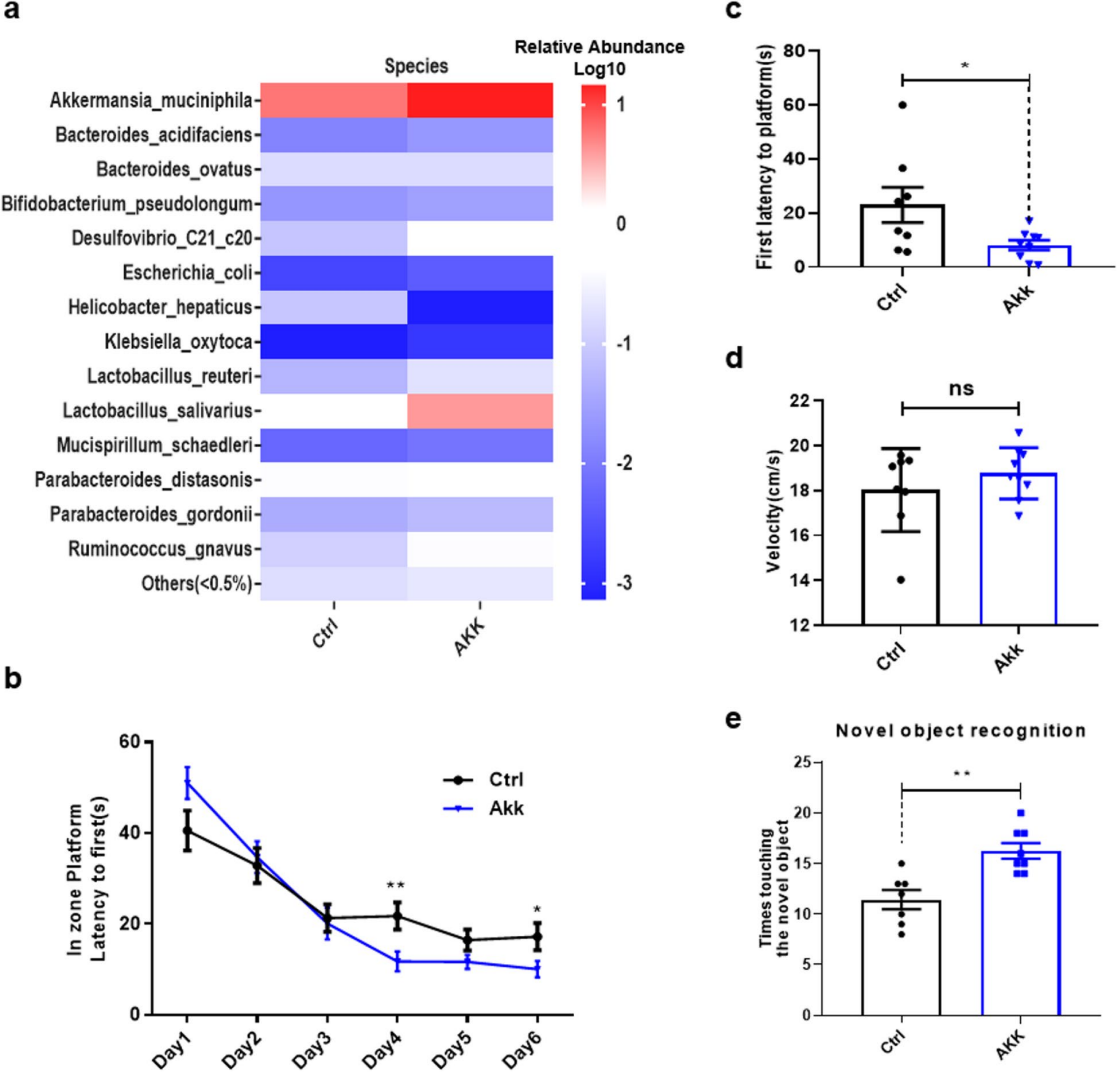
*A. muciniphila* improved cognitive function in aged mice. **a** Heatmap of significant changes in the gut microbiota at the species level after *A. muciniphila* treatment. Colours on the heatmap indicate the relative abundance of gut microbiota. Red indicates upregulated bacteria, and blue indicates downregulated bacteria. **b** The escape latency in the *A. muciniphila*-treated mouse group was significantly shorter than that in the control group during the acquisition phase. **c** The latency to first reaching the platform in the *A. muciniphila*-treated group was significantly shorter than that in the control group during the probe trial. **d** The mean swimming velocity was not different between the *A. muciniphila-*treated and control groups during the probe trial. **e** Times of the new object touched were significantly increased in the *A. muciniphila* group compared with that in the control group. Ctrl, control; AKK, *A. muciniphila*. The overall significance between the two groups was determined by Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant

### *A. muciniphila* downregulated pro-inflammatory pathways in the peripheral blood and decreased pro-inflammatory cytokine levels in the plasma

We showed that *A. muciniphila* treatment significantly improved cognitive function in aged mice (Fig. 3a, e), but the underlying mechanism has not been elucidated. Therefore, we explored this mechanism. Peripheral blood from mice treated with *A. muciniphila* was subjected to transcriptome analysis to determine the potential molecular mechanism by which *A. muciniphila* ameliorates cognitive impairment during ageing. 

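The blood samples came from 3 control mice (Ctrl 1, 2 and 3) and 3 mice of the *A. muciniphila*-treated group (Akk 1, 2 and 3), each sequenced as 1 library on the BGISEQ-500. The paper's methods give a treatment of 2 months with the bacterium and its results section gives a shorter course, whereas the sample labels describe a membrane protein of *A. muciniphila* and give 6 weeks in one field and 8 weeks in another. The paper's methods also describe the mice used for RNA as ones in which *A. muciniphila* was not successfully colonized. The groups are named here as in the results of the paper. The authors mapped the cleaned reads with HISAT2 and Bowtie2, computed expression with RSEM, and deposited FPKM, that is, fragments scaled to transcript length and to the mapped fragments of the library, rounded to 2 decimals. The blood table used here has 8003 genes, of which 7973 are mRNA genes. The number of reads behind each value is unknown. The FPKM of the 8003 genes summed to 70846 in Ctrl 1, 19551 in Ctrl 2 and 10806 in Ctrl 3, and to 11427, 10311 and 10731 in Akk 1, 2 and 3. Because the table holds selected genes, such a sum is not a library total. The mean FPKM over the 6 libraries was below 1 for 5637 genes. Genes were compared on the log2(FPKM + 0.1) scale, which understates the change of genes with low values, with limma and Benjamini-Hochberg adjustment over the 8003 genes. A gene was counted as changed at a fold change of at least 1.5 and an adjusted p of at most 0.05, the thresholds given in the paper's methods. With 3 mice against 3, a two-sided exact permutation test cannot give a p below 0.1.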

The analysis identified 8003 DGEs, including 7966 downregulated and 37 upregulated genes (Fig S4a). 

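Of the 8003 genes, 7966 had a lower mean FPKM in the Akk group than in the Ctrl group and 37 had a higher one. A ratio of mean FPKM of at least 1.5, with no test, was met by 7960 genes in the lower direction and 37 in the higher direction. With limma, 0 genes were lower and 0 were higher past both thresholds. The standard errors of this fit follow a trend across genes, so the count does not rest on each gene's own spread alone. The smallest adjusted p was 0.487, and 276 genes had an unadjusted p under 0.05, of which 272 were lower and 4 higher. The median log2 fold change was -0.87. The Ctrl 1 library held the highest value of the 6 libraries for 7862 genes (98.2%). Its median log2 difference from Ctrl 2 was 1.68 and from Ctrl 3 was 2.19, both larger than the median difference between the groups, while Ctrl 2 and Ctrl 3 differed by 0.43. Every Akk library lay below every Ctrl library for 1233 genes (15.4%), and above for 14 genes. The share by chance is 5% in each direction for genes that were not selected, whereas the table holds selected genes. Without Ctrl 1, the mean FPKM was lower in the Akk group for 6466 genes and higher for 1467, and a ratio of at least 1.5 was met by 2689 genes in the lower and 266 in the higher direction. Among the alternative settings of limma, leaving out Ctrl 3 moved the count most, to 23 lower and 0 higher genes.

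**Figure D1:**
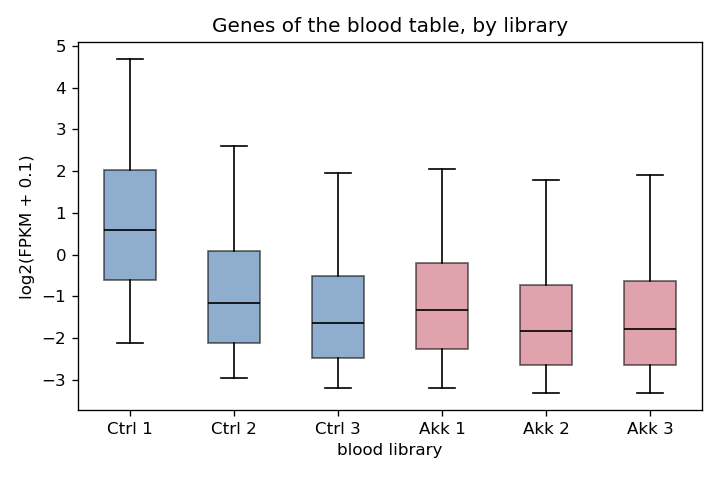
Distribution of log2(FPKM + 0.1) of the 8003 genes in each blood library, with the median as a line, the quartiles as a box and the 5th to 95th percentiles as whiskers. The median FPKM was 1.41 in Ctrl 1, 0.35 in Ctrl 2 and 0.22 in Ctrl 3, and 0.30, 0.18 and 0.19 in Akk 1, 2 and 3.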

Analysis of differential gene expression in the blood clearly demonstrated that, compared with those in the control group, the NOD-like receptor, tumour necrosis factor (TNF), T cell receptor, chemokine, insulin, mammalian target of rapamycin (mTOR), and C-type lectin receptor signalling pathways were significantly downregulated in the *A. muciniphila*-treated group (Fig. 4a). 

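For each pathway a core list of genes was written by hand before the data were examined. These lists are not the KEGG membership used in the paper, and an enrichment was not computed, because the table used here holds selected genes and gives no background. All listed members of the 7 core lists had a negative log2 fold change. The median log2 fold change was -1.15 for 52 NOD-like receptor genes, -0.98 for 41 TNF genes, -1.12 for 23 T cell receptor genes, -1.17 for 43 chemokine genes, -0.97 for 37 insulin genes, -1.01 for 30 mTOR genes and -0.97 for 38 C-type lectin receptor genes. Relative to the median of the whole table, these medians were lower by between 0.10 and 0.30 on the log2 scale. The mean of each list per library gave a two-sided exact permutation p of 0.1 for the NOD-like receptor and chemokine lists, the smallest p that 3 mice against 3 allow, and of 0.2 for the other lists. With each library centred on its median, this p was 0.1 for the chemokine and T cell receptor lists and 0.2 for the NOD-like receptor list. It was then between 0.3 and 0.8 for the TNF, insulin, mTOR and C-type lectin receptor lists. No listed gene passed the thresholds when p was adjusted over the whole table, and when it was adjusted within each list 1 chemokine gene passed. That count changed with the scaling, to 0 chemokine and 3 NOD-like receptor genes with each library centred on its median, and to 0 and 2 with quantile normalization. Centring each library on its median moved the list medians to values between -0.26 and -0.06. Against random lists of matched expression, NOD-like receptor was then lower than all but 0.03% and chemokine than all but 0.24%. Also without Ctrl 1, these shares were 21.56% and 10.43%. The lowest log2 fold change on the NOD-like receptor list, -2.87, is that of Oas1g, an interferon response gene. Part of the fall of that list may therefore be that of the interferon response genes. The T cell receptor share went from 13.75% to 1.73%, and the other lists were at 11.92% or more in both settings. With quantile normalization, the TNF, insulin, mTOR and C-type lectin receptor medians became positive, at 0.043, 0.076, 0.061 and 0.052.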

Additionally, the mTOR and insulin signalling pathways are considered classical anti-ageing signalling pathways [43]. Of note, genes related to the NOD-like receptor were significantly downregulated (Fig. 4b). 

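Of the 28 genes labelled in Fig. 4b, 27 are among the genes analysed here, and Il6 was not analysed here. All 27 had a lower mean in the Akk group, with a median log2 fold change of -1.10, and all 27 had their highest value in Ctrl 1. Casp4 (NCBI gene 12363) was at 5.14 ± 6.22 FPKM (SD, n = 3) in the Ctrl group and 1.20 ± 0.351 FPKM (SD, n = 3) in the Akk group, a log2 fold change of -1.23 with a standard error of 0.93 and an adjusted p of 0.487 from limma. That standard error is set largely by a trend across genes, and Rela had the same one, 0.926. The 3 Ctrl values of Casp4 were 12.26, 2.38 and 0.77 FPKM, so the spread between control mice exceeded the difference between the groups. Rela (NCBI gene 19697) was at 3.19 ± 3.00 FPKM (SD, n = 3) in the Ctrl group and 1.14 ± 0.232 FPKM (SD, n = 3) in the Akk group. Casp12 (NCBI gene 12364) was at 0.95, 0.19 and 0.19 FPKM in the Ctrl mice and at 0.02, 0.03 and 0.02 FPKM in the Akk mice, with no overlap between the groups and a log2 fold change of -1.85 (standard error 0.67, adjusted p = 0.487 from limma). Only Casp12 of the 27 genes had an unadjusted p under 0.05, and 0 genes passed after adjustment over the 27 genes alone, or 1 with quantile normalization. The mean log2(FPKM + 0.1) of the genes gave a two-sided exact permutation p of 0.2 between the groups. With each library centred on its median, the median log2 fold change of the genes was -0.19, and quantile normalization gave -0.062. The centred median was lower than all but 0.18% of random lists of matched expression, a share that was 28.58% when Ctrl 1 was also left out. The paper presents these genes as the top DGEs of the pathway, so they were picked from the same libraries. A low share could follow from that choice and is not independent support.

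**Figure D2:**
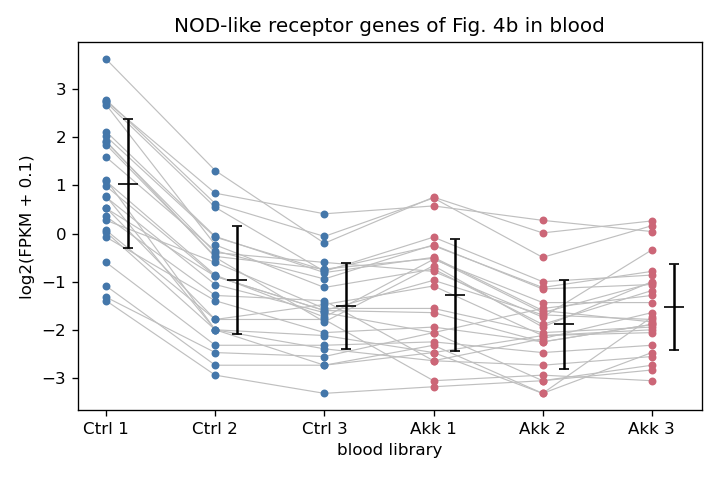
log2(FPKM + 0.1) of the 27 NOD-like receptor genes of Fig. 4b in each blood library, one point per gene, with a grey line joining each gene across libraries and a black mark for the mean with the SD across genes. The points of Ctrl 1 lie above those of the other libraries for all 27 genes.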

Meanwhile, IL-6, Trp53, and the high mobility group (Hmg) protein family, which is involved in ageing and neurodegeneration via pro-inflammatory activity [44, 45], were downregulated in the *A. muciniphila*-treated group (Fig. 4c–e). To confirm the results, plasma cytokine and chemokine levels were compared between the *A. muciniphila*-treated and control groups using the Bio Plex Pro Mouse Cytokine Grp Panel 23 plex (M60009RDPD). The results showed that proinflammatory cytokines, including IL-6, TNF-α, and IL-1β, were downregulated in the *A. muciniphila*-treated group (Fig. 4f). Several meta-analyses of prospective studies have demonstrated that the peripheral inflammatory factor IL-6 is associated with cognitive decline in adults without dementia [46]. Therefore, an ELISA was performed to further validate the expression level of IL-6. The results confirmed that the plasma IL-6 protein level was significantly reduced (Fig. 4g), and we found that IL-1β and TNF-α were also downregulated (Fig S4b–c). These results demonstrated that *A. muciniphila* suppresses proinflammatory pathways in the blood, especially IL-6 expression levels.

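In the blood libraries, Il1b (NCBI gene 16176) was at 174.42, 14.01 and 11.92 FPKM in the Ctrl mice and at 20.4, 12.26 and 20.33 FPKM in the Akk mice. Its log2 fold change was -0.84 (standard error 0.97, adjusted p = 0.488 from limma), and without Ctrl 1 the direction changed, to 0.41. Tnf (NCBI gene 21926) was at 0.37, 0.05 and 0.05 FPKM in the Ctrl mice and at 0.08, 0.00 and 0.08 FPKM in the Akk mice, a log2 fold change of -0.57 (standard error 0.52, adjusted p = 0.487 from limma). With each library centred on its median, the log2 fold change became 0.076 for Il1b and 0.34 for Tnf. In both genes the difference was smaller than the spread between the Ctrl mice. Il6 was not analysed here. From the downregulated pathways in the blood transcriptome, together with quantitative PCR, the plasma cytokine panel and the ELISA, the paper concludes that *A. muciniphila* suppresses proinflammatory pathways in the blood.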

**Fig. 4:**
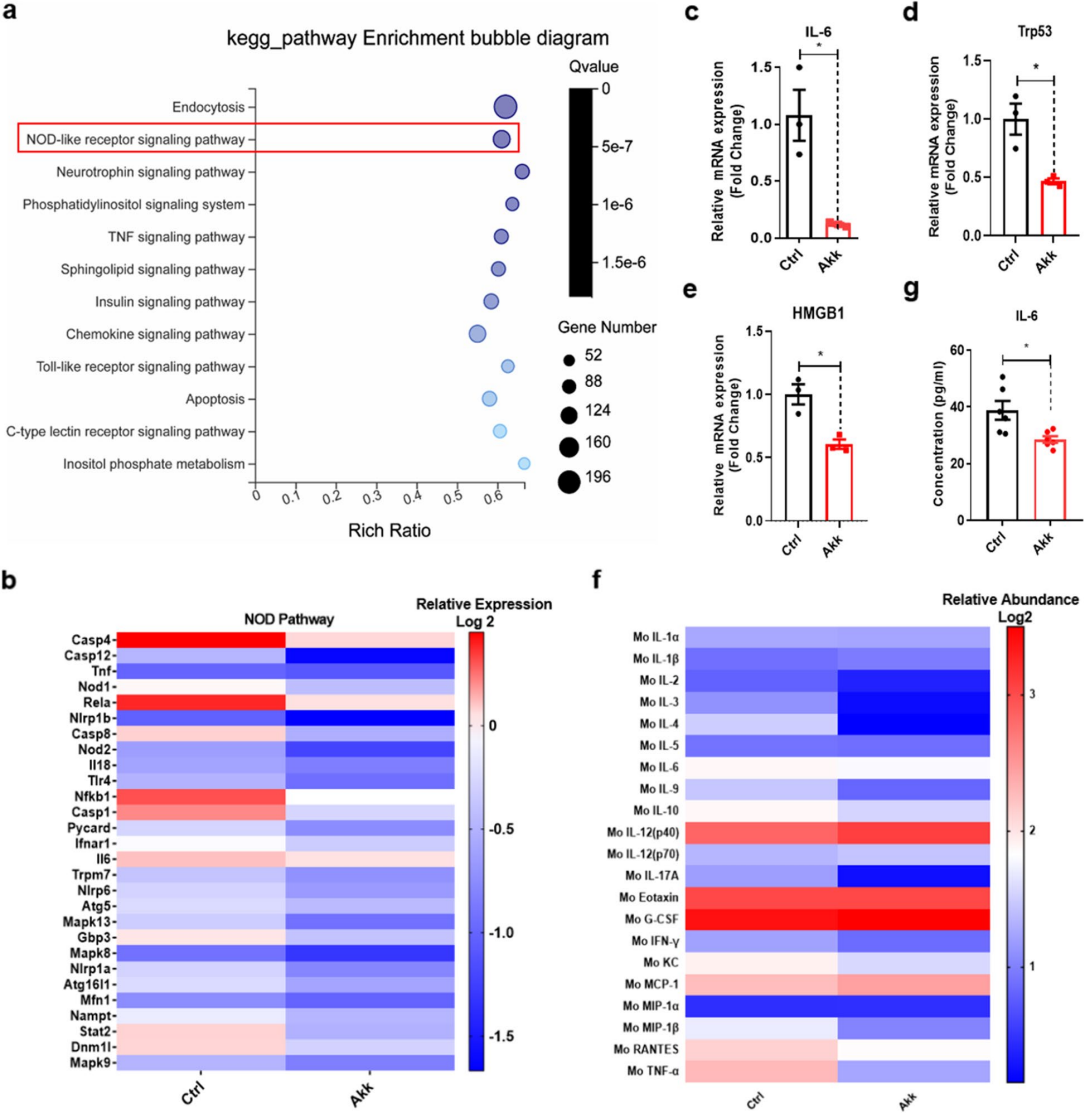
*A. muciniphila* downregulated inflammatory pathways and proinflammatory cytokine expression in the blood. **a** Pathway enrichment analysis using RNA sequencing indicated genes that were downregulated in the blood of aged mice treated with *A. muciniphila* compared with those in the blood of control mice. **b** Expression heatmap of the top DGEs in the NOD-like receptor signalling pathway from the blood of aged mice treated with *A. muciniphila* compared with those in the control group. **c**–**e** Quantitative reverse-transcription polymerase chain reaction results validated that the relative mRNA expression levels of IL-6, Trp53, and Hmg proteins were significantly decreased in the *A. muciniphila-*treated group. **f** Effect of *A. muciniphila* on plasma cytokine proteins of aged mice as detected by a cytokine antibody array (*n* = 5–6). Colours on the heatmap indicate relative cytokine levels. Red indicates upregulated cytokines, and blue indicates downregulated cytokines. **g** An ELISA verified that the key proinflammatory cytokine IL-6 was significantly decreased after *A. muciniphila* treatment. Ctrl, control; AKK, *A. muciniphila*. The overall significance between the two groups was determined by Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant

### *A. muciniphila* suppressed inflammatory pathways and stimulated the neuroactive pathway in hippocampal tissue of aged mice

The CNS and peripheral immune system, two major physiological systems, communicate with each other constantly and extensively through multiple pathways. Additionally, they are involved in the modulation of behaviour and many other critical neurological functions throughout life [16, 47]. 

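Hippocampal RNA from the same 3 Ctrl and 3 Akk mice was sequenced as 1 library per mouse. The hippocampus is a brain region needed for spatial memory. The sample labels describe the treatment as they do for the blood samples. The authors processed the reads as for blood, and the deposited values are FPKM with 2 decimals. The hippocampus table used here has 284 genes, of which 275 are mRNA genes, and 222 genes had a mean FPKM below 1 over the 6 libraries. The sequencing depth is unknown. The FPKM of the 284 genes summed to 7525, 331 and 239 in Ctrl 1, 2 and 3 and to 274, 2950 and 2607 in Akk 1, 2 and 3. A single gene held most of the sum in 3 libraries, namely Ttr with 5709.04 FPKM in Ctrl 1 and 2032.76 FPKM in Akk 2, and Prl with 2257.54 FPKM in Akk 3. The scale, thresholds and test were those used for blood, with adjustment over the 284 genes. Libraries with the same replicate number are from different mice, and the deviations of same-numbered libraries from their group means had a mean correlation of -0.16 across genes, which are not independent replicates.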

Next, we explored transcriptome changes in hippocampal tissue in the *A. muciniphila* group. 

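Of the 284 hippocampal genes, 102 had a higher mean FPKM in the Akk group, 5 had the same mean and the rest had a lower one. A ratio of mean FPKM of at least 1.5, with no test, was met by 95 genes in the lower and 78 in the higher direction. With limma, 1 gene was lower and 2 were higher past both thresholds, and 32 genes had an unadjusted p under 0.05. Gm14434 (NCBI gene 668039), a predicted gene, was at 0.00, 0.02 and 0.00 FPKM in the Ctrl mice and at 8.11, 4.31 and 5.9 FPKM in the Akk mice, a log2 fold change of 5.82 (standard error 0.41, adjusted p = 0.00288 from limma). The transcripts of 16 other genes match it at 95% identity or more over at least 50% of its length, so its reads could have been split between copies. Il4i1 (NCBI gene 14204) was listed at 0 in the Ctrl mice and at 0.74, 0.42 and 0.48 FPKM in the Akk mice (adjusted p = 0.0129 from limma). Akr1cl (NCBI gene 70861) was at 0.21, 0.17 and 0.15 FPKM in the Ctrl mice and was listed at 0 in the Akk mice (adjusted p = 0.0129 from limma). Il4i1 and Akr1cl, both with a mean FPKM below 1, were chosen after their values were seen. With the replicate number as a block, 0 genes were lower and 0 higher, the smallest adjusted p was 0.152, and 24 genes had an unadjusted p under 0.05. Without Ctrl 1, the mean FPKM was lower in the Akk group for 93 genes and higher for 187.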

In total, 337 DGEs were identified, including 155 downregulated and 182 upregulated genes (Fig S5a). 

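Few members of the core lists written before the data were examined are among the 284 hippocampal genes. Of the genes of Fig. 4b, Casp4 and Mapk13 are listed, with log2 fold changes of 0.15 (standard error 0.41) and 0.19 (standard error 0.61) and an adjusted p of 0.995 each from limma. Without Ctrl 3, the median of the pair was -0.26. The chemokine list has 1 member, Ccl12 (NCBI gene 20293), at 2.26 ± 1.41 FPKM (SD, n = 3) in the Ctrl group and 0.837 ± 0.221 FPKM (SD, n = 3) in the Akk group. All 3 Akk values of Ccl12 were below all 3 Ctrl values, with a log2 fold change of -1.19 (standard error 0.57, adjusted p = 0.520 from limma). The TNF and mTOR lists have 0 members among the 284 genes. Gbp4 and Naip6, NOD-like receptor genes outside the core list that were chosen after their values were seen, had log2 fold changes of -0.70 (standard error 0.44) and -0.43 (standard error 0.30), with adjusted p-values of 0.671 and 0.709 from limma. Between the tissues, 65 genes were shared by the blood and hippocampus tables. Of these, 42 had a negative log2 fold change in both tissues, 21 were lower in blood and higher in the hippocampus, 2 were higher in blood and lower in the hippocampus, and 0 were higher in both. The direction was thus the same for 64.6% of the shared genes, in a blood table where 99.5% of genes were lower. Fisher's exact test on these directions across genes, which are not independent, gave a two-sided p of 1.0, and with 2 genes higher in blood it could not have given a p below 0.101.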

Differential expression analysis of downregulated genes in the hippocampal tissue clearly demonstrated that compared with that in the control group, *A. muciniphila* exhibited decreased expression of inflammatory pathways in hippocampal tissue, including the NOD-like receptor, TNF, chemokine, and mTOR signalling pathways, similar to those in the peripheral blood (Fig. 5a). The IL-6 and Trp53 mRNA expression levels were also downregulated by *A. muciniphila* treatment (Fig. 5b, c). Microglia, as immune cells in the brain, are constantly activated during ageing [48]. In this study, immunofluorescence staining demonstrated that microglia (Iba1^+^ cells) were hyperactive during ageing (Fig S5b) and that *A. muciniphila* treatment significantly decreased the number of microglia in aged mice (Fig. 5d). 

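Among the 284 hippocampal genes, the neuroactive ligand-receptor core list has 6 members, Adora3, Mc3r, Pomc, Gh, Prl and Prlr, with a median log2 fold change of 1.11 and a two-sided exact permutation p of 0.3 for the mean of the list per library. Mc3r, Pomc, Gh and Prl had a higher mean FPKM in the Akk group and Adora3 a lower one. Prlr (NCBI gene 19116) had a lower mean FPKM in the Akk group, 4.09 against 5.81, and a log2 fold change of 0.20 (standard error 1.27, adjusted p = 0.995 from limma), with its highest values in Ctrl 1 (15.28 FPKM) and Akk 2 (8.55 FPKM), as for the other listed markers of the choroid plexus. The largest change was in Prl (NCBI gene 19109), at 2.08, 3.36 and 0.82 FPKM in the Ctrl mice and at 0.63, 5.49 and 2257.54 FPKM in the Akk mice, a log2 fold change of 3.46 (standard error 2.97, adjusted p = 0.755 from limma). Without Akk 3, its log2 fold change was 0.08. Pomc (NCBI gene 18976) was at 0.510 ± 0.275 FPKM (SD, n = 3) in the Ctrl group and 1.11 ± 0.544 FPKM (SD, n = 3) in the Akk group, without overlap between the groups, and Mc3r (NCBI gene 17201) was at 0.157 ± 0.187 and 0.487 ± 0.121 FPKM (SD, n = 3 each). The cholinergic synapse list has 1 member, Chat (NCBI gene 12647), at 0.00, 0.05 and 0.02 FPKM in the Ctrl mice and at 0.1, 0.13 and 0.7 FPKM in the Akk mice, a log2 fold change of 1.45 (standard error 0.58, adjusted p = 0.441 from limma). The dopaminergic synapse list has 0 members, and the prolactin list has 4, Prl, Prlr, Socs1 and Elf5, with a median log2 fold change of 0.47 and an exact permutation p of 0.4. Gnb3, which was chosen after its values were seen, had a log2 fold change of 0.90 (standard error 0.64, adjusted p = 0.711 from limma). None of these genes passed the thresholds over the 284 genes, and adjusted within its list only Chat did, in a list with 1 gene here. Chat did not pass within its list with each library centred on its median or with quantile normalization. It also did not pass with centring without Ctrl 1, where 1 neuroactive gene passed within its list.

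**Figure D3:**
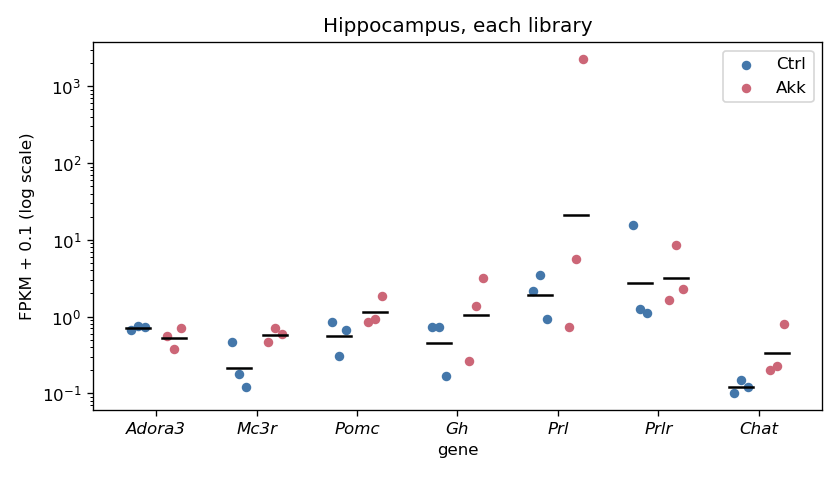
FPKM + 0.1 on a log axis for 7 genes in each hippocampal library, with one point per mouse and a bar at the mean of the log values of each group. Prl reaches 2257.54 FPKM in Akk 3 and stays at or below 5.49 FPKM in the other libraries.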

Meanwhile, differential expression analysis of upregulated genes in hippocampal tissue demonstrated that compared with that in the control group, *A. muciniphila* increased the expression of genes involved in the neuroactive ligand-receptor interaction, cholinergic synapse, dopaminergic synapse, and prolactin signalling pathways (Fig. 5e). The relative mRNA expression level of the neuronal transcription factor c-Fos was significantly upregulated compared with that in the control group (Fig. 5f). These results demonstrated that *A. muciniphila* treatment could significantly downregulate pro-inflammatory pathways and promote neuroactivity in hippocampal tissue.

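The genes of the hippocampus table that separated the groups without overlap numbered 25 in the higher and 20 in the lower direction, together 15.8% of the table. The share by chance is 10% for genes that were not selected, and the table holds selected genes. In the higher direction they included Pomc, Chat and Elf5, and in the lower direction Ccl12. From the pathways of the downregulated and upregulated genes, with quantitative PCR of IL-6, Trp53 and c-Fos and the staining of microglia, the paper concludes that *A. muciniphila* treatment downregulates pro-inflammatory pathways and promotes neuroactivity in the hippocampus. Il6, Trp53, Fos and Aif1, the gene of the microglial marker Iba1, were not analysed here in the hippocampus.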

**Fig. 5:**
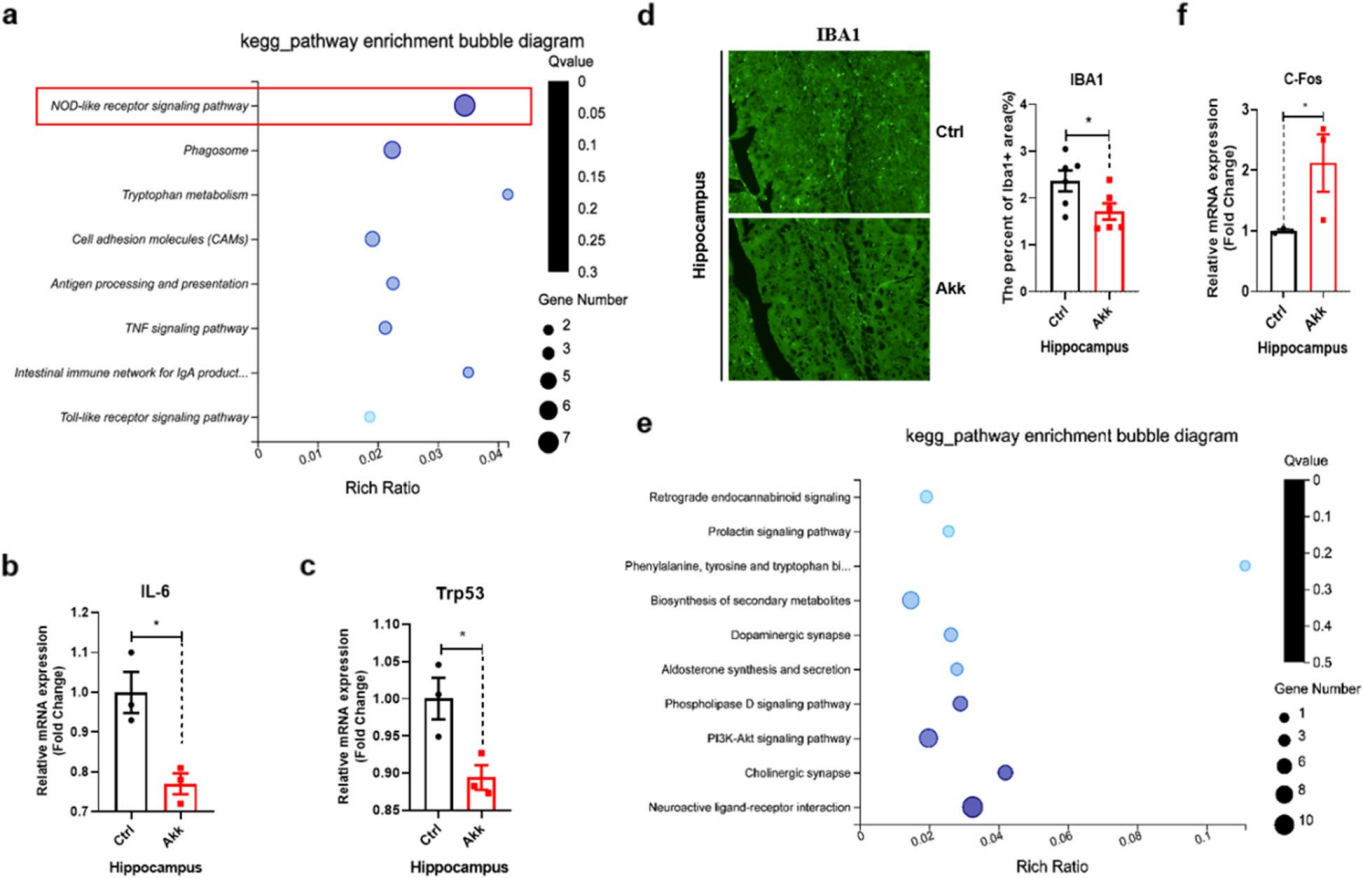
*A. muciniphila* downregulated inflammatory and upregulated neuroactive pathways in hippocampal tissue. **a** Pathway enrichment analysis using RNA sequencing showed downregulated expression of genes in the hippocampus in *A. muciniphila-*treated mice. **b**, **c** Quantitative reverse-transcription polymerase chain reaction PCR results confirmed that the relative mRNA expression levels of IL-6 and Trp53 in hippocampal tissue were significantly decreased in the *A. muciniphila-*treated group. **d** *A. muciniphila* significantly decreased the amount of microglia compared with that in the control group. **e** Pathway enrichment analysis using RNA-seq showed upregulation of gene expression in the hippocampus of aged mice treated with *A. muciniphila* compared with that in the control group. **f** *A. muciniphila* upregulated mRNA expression of the neuronal transcription factor c-Fos. Ctrl, control; AKK, *A. muciniphila*. The overall significance between the two groups was determined by Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant

### A. muciniphila improved the cognitive function of aged mice by decreasing the level of the systemic inflammation biomarker IL-6

Systemic inflammation increases the risks of cognitive impairment, neurological disorders, and neurodegeneration [16, 46]. Several meta-analyses of prospective studies demonstrated that the peripheral inflammation factor IL-6 is associated with cognitive decline in adults without dementia [46]. In this study, we revealed that peripheral IL-6 protein levels were increased during ageing (Fig S6a), and *A. muciniphila* treatment reversed this upregulation at both the mRNA and protein levels in aged mice (Fig. 4c, g). Thus, we hypothesized that the anti-inflammatory effects of *A. muciniphila* involved downregulation of IL-6, thereby impeding further cognitive impairment in aged mice. First, we validated the effects of elevated peripheral IL-6 levels on cognitive function in aged mice. Aged mice were treated with an IL-6 recombinant protein (IL-6 RP) and an IL-6 monoclonal antibody (IL-6 antibody) via tail vein injection, and IgG was used as a control. The MWM test was used to examine spatial learning and memory function. In the 5-day learning phase, we observed a significantly decreased platform escape latency in IL-6 antibody-treated mice but not in mice treated with IL-6 RP (Fig. 6a). During the probe trial, a significantly increased latency to first crossing the previous platform location was observed in the IL-6 RP-treated group but not in the IL-6 antibody-treated group (Fig. 6b). Additionally, the number of times the platform location was crossed was significantly decreased in the IL-6 RP-treated group and increased in the IL-6 antibody-treated group compared with that in the control group (Fig. 6c). We also noticed that the IL-6 antibody-treated group, but not the IL-6 RP-treated group, spent significantly more time in the target quadrant than the control group (Fig S6b). There was no difference in the swimming speed on day 6 of testing among the three groups (Fig S6c). These results indicate that IL-6 plays a vital role in cognitive function in aged mice. To determine whether peripheral IL-6 participates in the *A. muciniphila*-mediated effects on cognitive function, mice were treated with IL-6 RP after *A. muciniphila* pre-treatment, and the MWM test was used to assess spatial learning and memory function. In the 5-day learning phase, we found a significantly decreased latency to the escape platform in the *A. muciniphila-*treated group, whereas this difference was eliminated by IL-6 RP treatment (Fig. 6d). During the probe trial, the latency to first crossing the previous platform location (Fig. 6e) was significantly decreased in the *A. muciniphila-*treated group and increased in the IL-6 RP-treated group compared with that in the control group. The *A. muciniphila-*treated group spent significantly more time in the target quadrant during the probe trial than the control group, but this difference was eliminated by IL-6 RP treatment (Fig. 6f). Other indicators of cognitive function in the MWM test such as the number of times the previous location of the platform was crossed were slightly improved by *A. muciniphila* treatment, whereas no difference was noted in the IL-6 RP-treated group compared with the control group (Fig S6d). There was no difference in swimming speed on day 6 of testing among the three groups (Fig S6e). These results indicated that the IL-6 antibody promoted cognitive function protection, and the IL-6 RP abolished the effect of *A. muciniphila* on protection of cognitive function in aged mice.

**Fig. 6:**
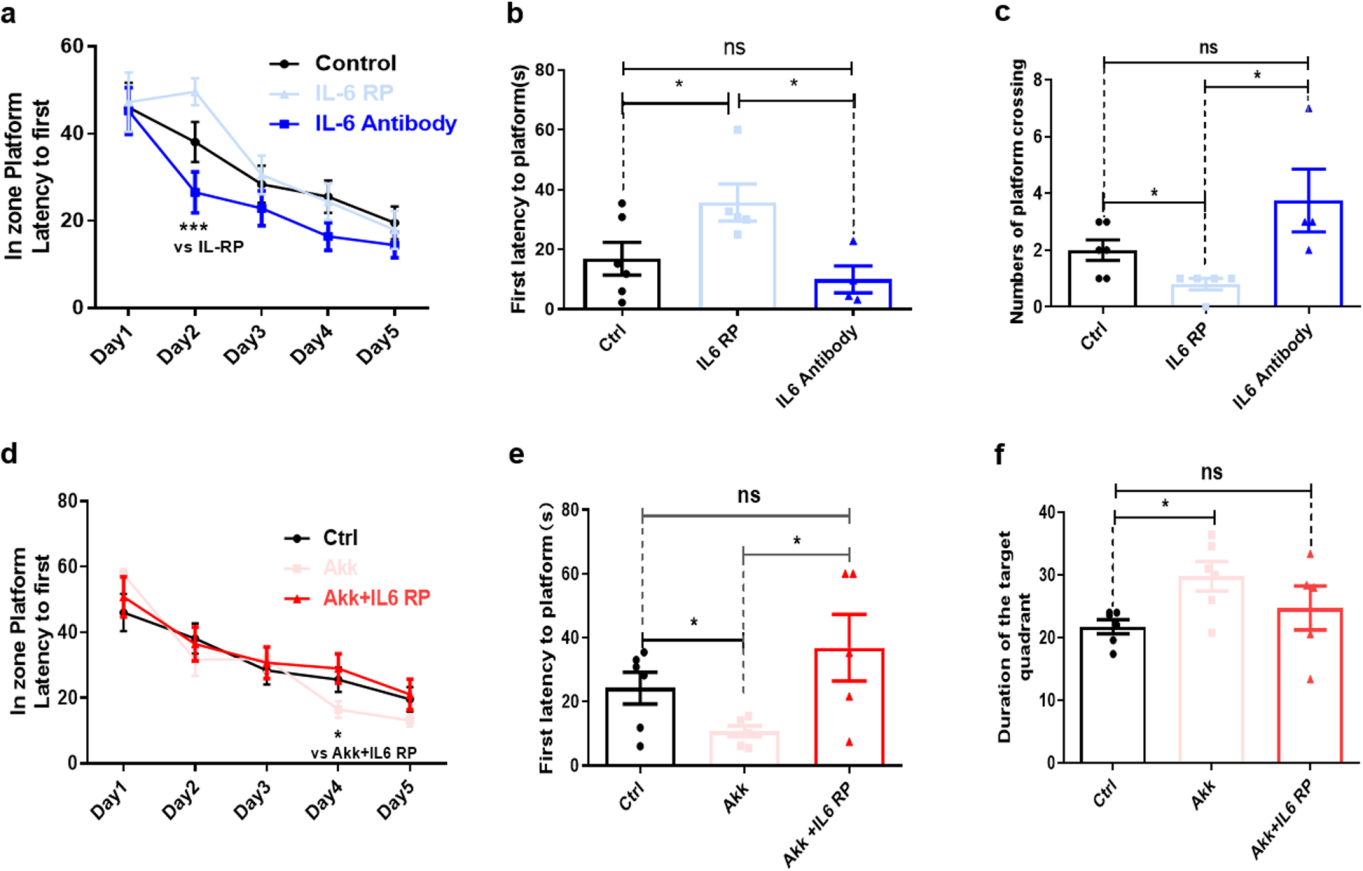
IL-6 plays a key role in *A. muciniphila-*mediated improvement of cognitive function. **a** The escape latency during the acquisition phase was significantly shorter in IL-6 antibody-treated mice than that in the control group and the IL-6 recombinant protein (RP)-treated group. **b** The latency to first crossing the former platform location was slightly decreased in the IL-6 antibody-treated group but not in the IL-6 RP-treated group during the probe test. **c** The number of times that the platform location was crossed was significantly decreased in the IL-6 RP-treated group and increased in the IL-6 antibody-treated group compared with that in the control group. **d** The escape latency was significantly shorter in the *A. muciniphila-*treated group than that in the control group, but this difference was eliminated after IL-6 RP treatment. **e** The time spent in the target quadrant during the probe trial was significantly increased in the *A. muciniphila-*treated group, but the difference was eliminated after IL-6 RP treatment. Ctrl, control; AKK, *A. muciniphila*. The overall significance among three or four groups was determined by one-way-ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant

## Discussion

Ageing is a natural process of organisms involving the decay of various physiological functions throughout life [14, 43]. Longitudinal studies indicated that most individuals develop a chronic low-grade pro-inflammatory state with ageing, which is termed inflammageing [22, 49], and such a pro-inflammatory state increases the vulnerability to various intrinsic and extrinsic disruptive effects on multi-morbidity, physical disability, frailty, and death. Considering the trillions of microbes residing in and on the human body, a growing body of evidence supports their pivotal roles in health, anti-inflammatory processes, and metabolism across life [47, 50, 51]. Age-related changes in the microbiota composition have been strongly linked to increased intestinal permeability and age-associated inflammation in the host, eventually leading to death [52–56].

Metformin plays a key role in metabolism, cancer, ageing, and neurodegenerative disease [2, 57–59]. Many studies have reported that metformin affects the host metabolism through the gut microbiota [8, 10, 13]. The microbiota plays a key role in host digestion, metabolism, and behaviour, but whether microbial responses to metformin also impact cognitive function in aged mice is poorly understood. The results from our study demonstrated that metformin shaped the gut microbiota and improved cognitive function in aged mice, and these protective effects were abrogated after Abx treatment. Postnatal FMT from mice in the same litter restored cognitive function in Abx-pretreated SPF mice to levels seen in native SPF mice treated with metformin, suggesting that the link between metformin treatment and cognitive function improvement in mice could be mediated by the microbiota. Future investigations are warranted to determine whether cognitive function in germ-free mice is associated with microbial transplantation.

We observed that metformin reduced the gut bacterial α diversity in aged mice while increasing the relative abundance of *A. muciniphila*, *Lactobacillus reuteri*, *Lactobacillus salivarius*, and *Parabacteroides distasonis*, which all decrease with age. Metformin can dramatically increase the abundance of *A. muciniphila* (up to 20% of the total microbiota) in patients with diabetes, as has been shown in many studies, and diet-induced increases in *A. muciniphila* are observed during fasting in humans [37, 60, 61]. *A. muciniphila* and *Parabacteroides* are also associated with increased ketosis [27] and metabolic improvement in humans [62]. Interestingly, the abundance of *A. muciniphila* is increased in super-centenarians [63]. Moreover, *A. muciniphila* plays a role in immune modulation [64], has been shown to protect against inflammation and promote gut health in diet-induced obesity [31], and restores intestinal permeability and subsequent immunomodulation in aged mice [65]. One study reported changes in the gut microbiota in response to a high-fat diet in C57Bl/6 J mice, and the *A. muciniphila* levels were correlated with cognitive function and reduced serum levels of inflammatory markers. One study predicted that learning performance was strongly correlated with the abundance of *A. muciniphila*. Studies have suggested that a link exists between *A. muciniphila* and cognitive performance, and the underlying mechanism needs to be clarified. The present study showed that the abundance of *A. muciniphila* was strongly decreased in 18- vs. 4-month-old mice, and this result is consistent with that of a previously reported study [24]. We also found that *A. muciniphila* could significantly enhance cognitive performance and decrease inflammation levels in aged mice. However, future studies are warranted to investigate the beneficial effects of metformin-induced enrichment of other gut microbes on cognitive performance and healthy ageing.

The CNS and peripheral immune system communicate with each other constantly and extensively through multiple pathways, and they are involved in the modulation of behaviour and other critical neurological functions throughout life [25, 66, 67]. Peripheral immunosenescence and inflammageing can promote neuroinflammation by promoting an active pro-inflammatory state in glial cells, leading to a loss of neuroprotective function, neuronal dysfunction, and accumulation of brain tissue damage [68, 69]. Our results revealed that *A. muciniphila* downregulated pro-inflammatory pathways in both the CNS and blood. Interestingly, we found that *A. muciniphila* significantly suppressed the systemic inflammatory biomarker IL-6. Several meta-analyses of prospective studies have demonstrated that peripheral IL-6 expression is associated with cognitive decline in adults without dementia, which has been identified as a blood marker of cognitive impairment and the severity of cognitive dysfunction [47, 69, 70]. Peripheral IL-6 overproduction results in an increase in the IL-6 concentration in the brain. Systemically produced IL-6 may permeate the blood–brain barrier and, after reaching the brain, might be detrimental for neurogenesis [71, 72]. IL-6 overproduction may also impair neurotransmission in brain structures which modulate cognitive functions, e.g. the hippocampus and prefrontal cortex [73, 74]. IL-6 also induced alterations of monoamine (mainly 5-HT) concentrations and glutamatergic or GABA-ergic neurotransmission release of synaptic activity in the hippocampus and frontal cortex, which may cause the bad effects on cognitive function. The blood concentration of IL-6 is also related to hippocampal grey matter volume [75]. However, blockade of IL-6 in a mouse model with loss of neurogenesis largely restored hippocampal neurogenesis [76], which indicates that peripheral IL-6 could be a useful biomarker for impaired cognitive function. Additionally, tailored or preventive strategies directed toward peripheral IL-6 may be an effective method to protect cognitive function. Here, we reported that *A. muciniphila* administration may be an effective method to improve cognitive function in older mice by reducing peripheral Il-6 production. Therefore, we treated mice with an IL-6 RP and an IL-6 antibody. The MWM test results illustrated that elevated peripheral IL-6 expression impaired the spatial learning and memory abilities of aged mice, and decreased peripheral IL-6 expression ameliorated this effect. Surprisingly, our results confirmed that IL-6 plays a key role in the *A. muciniphila*-mediated improvement of cognitive function. Naïve CD4^+^ T cells differentiate into Th17 cells under the influence of the environmental cytokines IL-6 and transforming growth factor-β [77]. With ageing, Th17 cells produce high levels of pro-inflammatory cytokines and impair cognitive function [78]. The initiation of Th17 cell differentiation requires IL-6, SMAD2, and tripartite motif-containing proteins. We found that the relative mRNA expression of Th17 cell differentiation pathway genes was significantly downregulated by *A. muciniphila* treatment [79, 80]. We hypothesized that *A. muciniphila* improves cognitive function in aged mice by inhibiting Th17 cell activity in the circulatory system and hyperactive microglia in the brain, thereby reducing the secretion of pro-inflammatory cytokines and improving cognitive function. Future research is needed to determine whether peripheral pro-inflammatory cells infiltrate the brain of aged mice and impair cognitive function. Here we reported that *A. muciniphila* administration may be an effective way to improve cognitive function in older mice by reducing peripheral IL-6 production.

## Conclusion

Taken together, we explored the underlying mechanism of the gut microbiota and specific probiotics in the effect of metformin on cognitive function in aged mice. Our results reveal that metformin could significantly improve the cognitive function of aged mice and alter the gut microbiota. *A. muciniphila*, which is mediated in the gut microbiota by metformin, modulates inflammation-related pathways in the host and improves cognitive function in aged mice by reducing the pro-inflammatory cytokine IL-6 both systemically and in the hippocampus. There is direct evidence to validate that the gut microbiota mediates the effect of metformin on cognitive improvement.

## Supplementary Information

**Additional file 1.**

## Data Availability

The original 16S rRNA sequence data are available at the NCBI by accession number PRJNA655975. The RNA-seq data files that were generated in this study are available from the NCBI Gene Expression Omnibus (GEO) under the accession number GEO: GSE162123.

## Abbreviations

IL-6: Interleukin-6
CNS: Central nervous system
A. muciniphila: Akkermansia muciniphila
SPF: Specific pathogen-free
MWM: Morris water maze
NOR: Novel object recognition
Abx: Antibiotic
TNF-α: Tumour necrosis factor α
PBS: Phosphate-buffered saline
RNA-Seq: RNA-sequencing
DGEs: Differentially expressed genes
ELISA: Enzyme-linked immunosorbent assay
FMT: Faecal microbiota transplantation
mTOR: Mammalian target of rapamycin
Hmg: High mobility group

# Supplementary material for: Akkermansia muciniphila, which is enriched in the gut microbiota by metformin, improves cognitive function in aged mice by reducing the proinflammatory cytokine interleukin-6
**Source:** Microbiome. 2023 May 30;11:120. doi: 10.1186/s40168-023-01567-1
**Supplement:** Supplementary file 2 — Additional file 1.

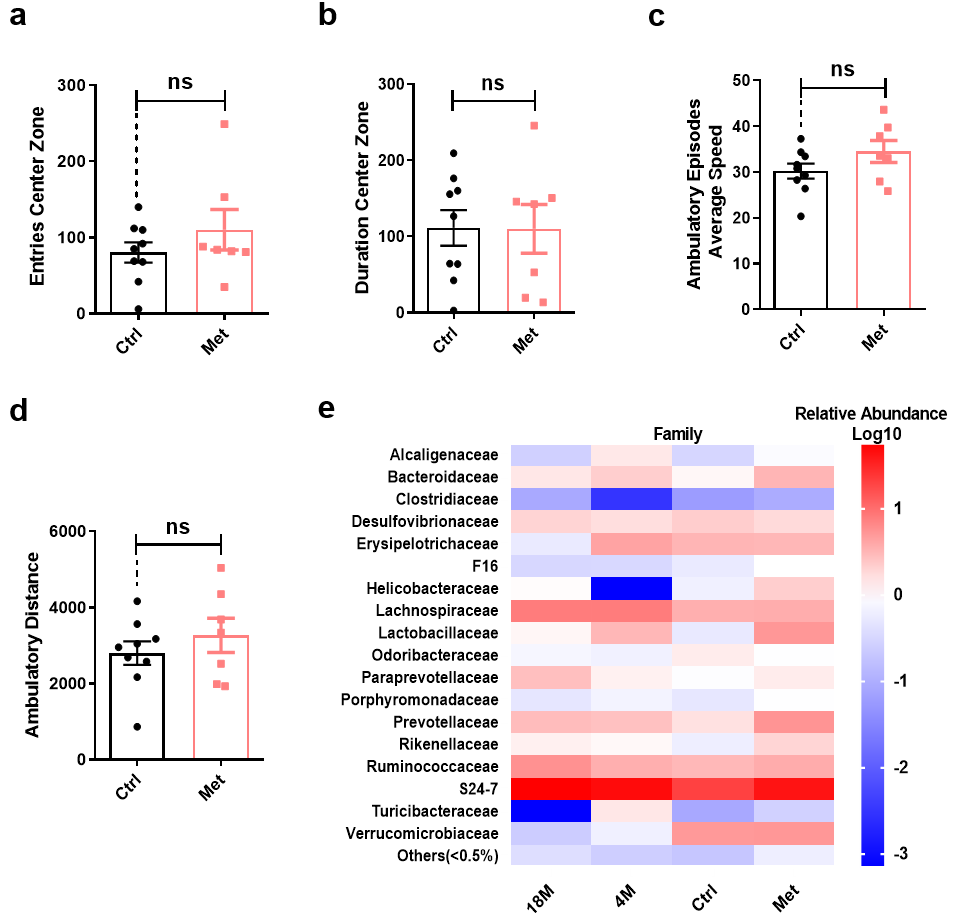

**Fig S1. Anxiety and depression indicated by the open field test and changes in gut microbiota after metformin treatment.** (a) The number of entries into the centre zone, (b) duration in the centre zone, (c) average speed of ambulatory episodes, and (d) ambulatory distance were not different in the control and metformin-treated groups. (e) Heatmaps indicate changes in the gut microbiota structure of metformin treatment at the family is in favour of a younger phenotype (4M) but not the older phenotype (18M). Colours on the heatmap indicate the relative abundance of gut microbiota. Red indicates upregulated bacteria, and blue indicates downregulated bacteria. Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

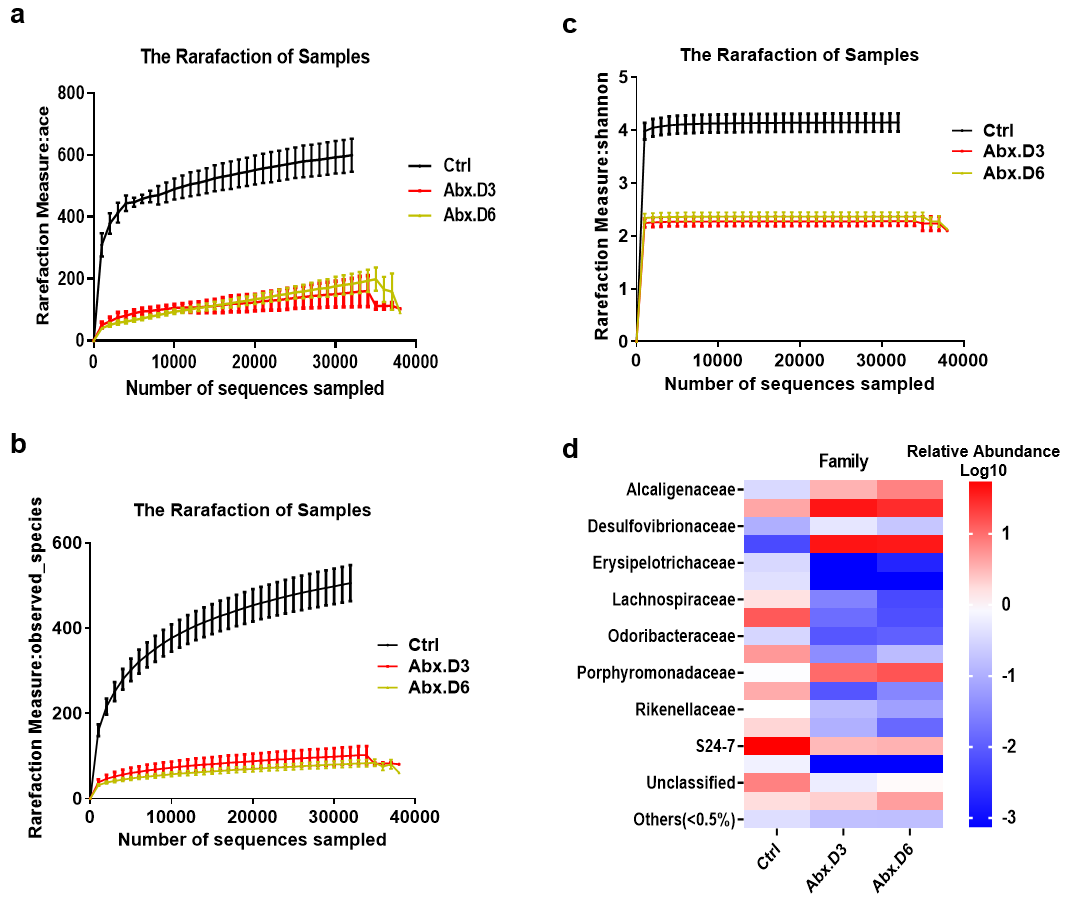

Fig S2. The gut microbiota was eliminated in aged mice treated with Abx for 3 or 6 days. (a, b, c) α Diversity indicators, including the ace index, observed_species, and shannon index, were significantly decreased after Abx treatment for 3 or 6 days. (d) The heatmap shows significant gut microbiota structure changes at the family level after Abx treatment for 3 or 6 days. Colours on the heatmap indicate the relative abundance of gut microbiota. Red indicates upregulated bacteria, and blue indicates downregulated bacteria.

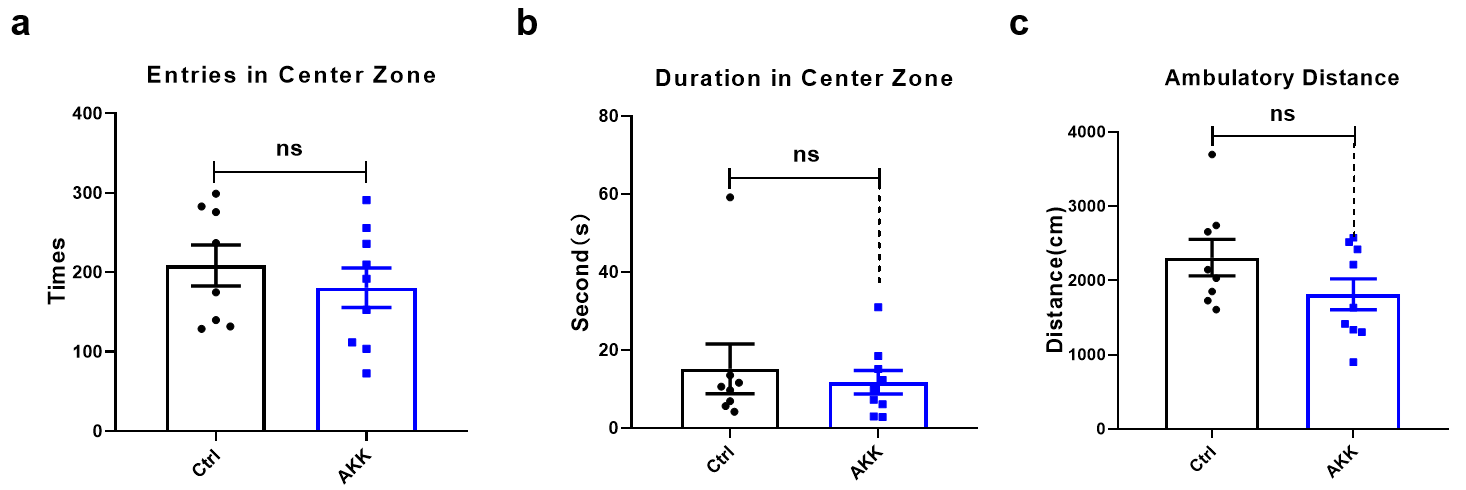

**Fig S3. Open field test analysis of anxiety and depression after *A. muciniphila* treatment.** (a) Entries into the centre zone. (b) Duration in the centre zone. (c) The ambulatory distance was not different between the control and *A. muciniphila*-treated groups. Ctrl: Control; AKK: *A. muciniphila*. The overall significance between two groups was determined by Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

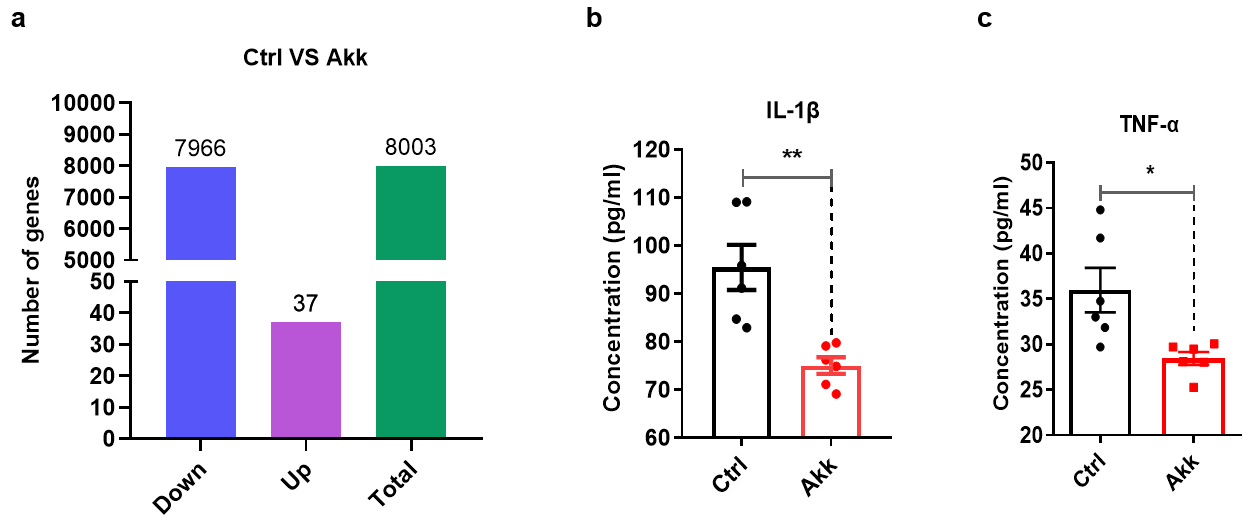

**Fig S4. *A. muciniphila* downregulated inflammatory-related gene and protein expression in the blood.** (a) The number of DGEs in the blood from aged mice treated with *A. muciniphila* compared with that in the control group. (b, c) An ELISA confirmed that the key proinflammatory cytokines IL-1β and TNF-α were significantly decreased after *A. muciniphila* treatment. Ctrl: Control; AKK: *A. muciniphila*. The overall significance between two groups was determined by Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

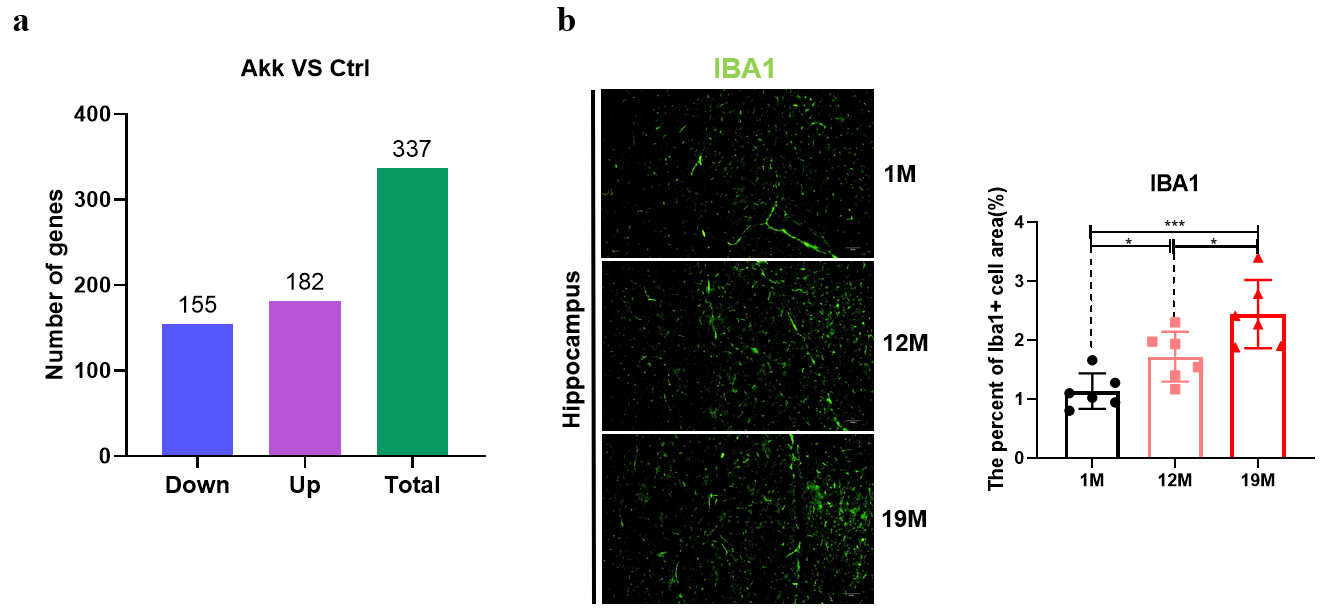

**Fig S5. The number of microglia gradually increased with age.** (a) The number of DGEs in the hippocampus of aged mice treated with *A. muciniphila* compared with that in the control group. (b) The number of microglia in the hippocampus areas gradually increased with age. Ctrl: Control; AKK: *A. muciniphila*. The overall significance among three or four groups was determined by one-way-ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

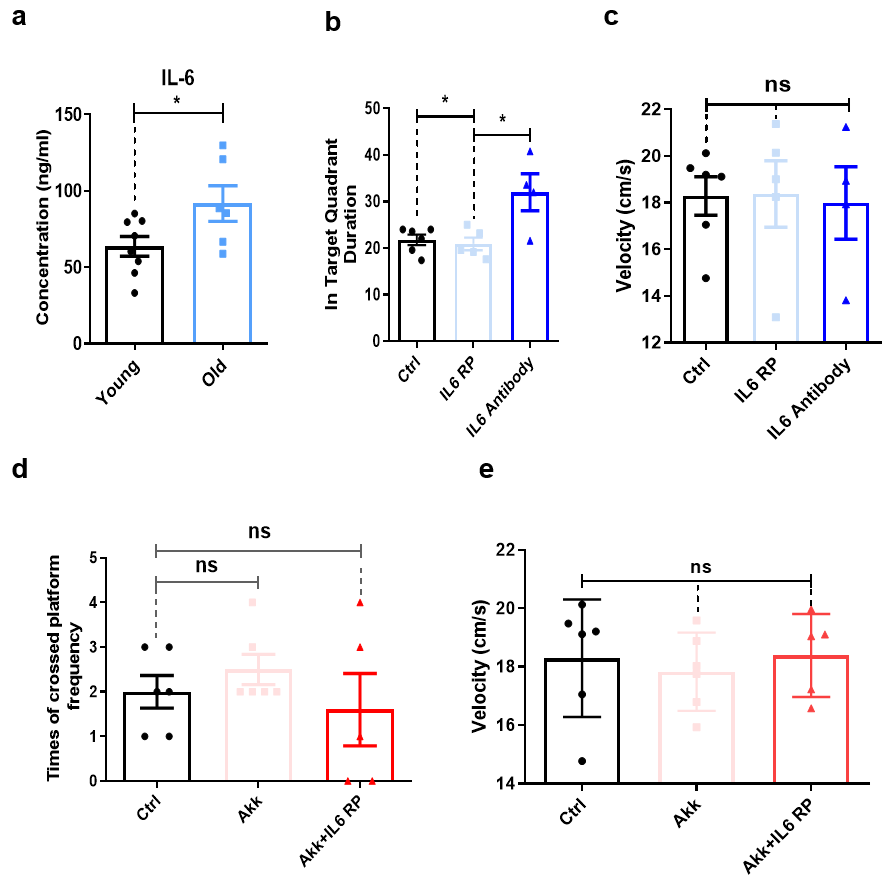

**Fig S6. The MWM was used to detect cognitive function changes after IL-6 and *A. muciniphila* treatment.** (a) The plasma level of the cytokine IL-6 was increased in aged mice. (b) Probe tests conducted after the acquisition phase indicated that IL-6 antibody-treated mice spent significantly more time in the target quadrant than control and IL-6 recombinant protein-treated mice. There was no difference between the IL-6 recombinant protein-treated and control groups during the probe test. (c) The mean velocity was not different among the three groups. (d) The time in the target quadrant was slightly increased in the *A. muciniphila-*treated group compared with that in the control and *A. muciniphila*+IL-6 recombinant protein-treated groups. (e) The latency to first crossing the previous platform location was slightly decreased in the *A. muciniphila-*treated group compared with those in the control and *A. muciniphila*+IL-6 recombinant protein-treated groups. Ctrl: Control; AKK: *A. muciniphila*. The overall significance among three or four groups was determined by one-way-ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

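RNA from blood and hippocampus of 3 control mice and 3 *A. muciniphila*-treated mice was analysed, 12 libraries in all. The authors removed reads with adaptors, poly-N or low-quality bases, mapped the rest with HISAT2 and Bowtie2 and calculated expression with RSEM. The authors deposited FPKM for each tissue, 1 column per library, rounded to 2 decimals. The genome build and the tool of the differential expression test are not named in the paper's text. Samples were assigned to group, tissue and replicate by their labels. The labels and the paper differ in the treatment, a membrane protein for 6 or 8 weeks in the labels against the bacterium in the paper, for 2 months in its methods and a shorter course in its results. The tables hold 8003 genes for blood and 284 for the hippocampus. Only these genes could be tested, so the adjustment and the estimate of the spread rest on selected genes, and enrichment of pathways was not computed.

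From the deposited FPKM, log2(FPKM + 0.1) was computed and the groups of each tissue were compared with limma 3.58.1 in R 4.3.3, with an intensity trend in the variance and no scaling between libraries. P-values were adjusted by the Benjamini-Hochberg method, and genes were counted at a fold change of at least 1.5 and an adjusted p of at most 0.05. In blood, the standard errors lay close to the trend, at 0.926 for both Casp4 and Rela. The spread that Ctrl 1 brings to the whole table thus enters genes that vary less. Without Ctrl 1, the blood counts were also 0 lower and 0 higher. Single lists were compared by the mean of their genes per library with a two-sided exact permutation test, whose smallest p for 3 against 3 is 0.1. To place a list in the table, its median was set among 10000 random lists of the same size drawn from 20 bins of mean expression. GC content and length came from the longest GENCODE transcript of each gene, matched by symbol for 98.9% of the blood genes. Near-identical transcripts were searched with blastn 2.17.0. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Depth could not be worked out from the low values, so counting error is unknown and the number of mice limits the precision.

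The test was tested on simulated data with the real means and spread. Genes were drawn independently, so a shift shared by a whole library, like that of Ctrl 1, was not simulated. Simulated values had no lower limit, and changes smaller than 3 were not simulated. Of 200 blood genes changed by 3 on the log2 scale among 8003, 45% were recovered with the real spread, and 91.5% with the spread without Ctrl 1. Of 50 hippocampal genes among 284, 62% and 76% were recovered.

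The genes named are those the paper names in its text or in Fig. 4b, members of the lists where needed, and for each tissue and direction up to 5 genes with the largest change among those past the thresholds with a mean FPKM of at least 1 and no overlap between groups. Others are marked as chosen after their values were seen. The pathway and marker lists were written by hand before the data were examined, except the pituitary list, and are not KEGG lists. The replicate numbers, which the labels give to both groups, were used as a block in an alternative fit; they number different mice. The other alternatives were pseudocounts of 1 and 0.01, genes with a mean FPKM of at least 1, libraries centred on their median, quantile normalization, limma without the trend, each library left out in turn, other fold change thresholds, and a ratio of mean FPKM without a test. The quantitative PCR, ELISA, cytokine, behaviour and microbiota measurements of the paper were not analysed here, and some results are not reported here.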

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

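The tests in this part were chosen after the results were seen. A pair of genes that the paper does not discuss passed the thresholds in the hippocampus with higher values in the Akk mice than in the controls.

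Gm14434 had a log2 fold change of 5.82. It was at 0.00, 0.02 and 0.00 FPKM in the Ctrl mice and at 8.11, 4.31 and 5.9 FPKM in the Akk mice, higher in 3 of 3, and its log2 fold change stayed between 5.60 and 6.05 with each library left out in turn. Its adjusted p from limma was 0.152 with the replicate block, in a range from 0.00124 to 0.152 over the alternatives. Reads shared between near-identical genes could contribute, since the transcripts of 16 other genes match it at 95% identity or more over at least 50% of its length. Gm4724, chosen after its values were seen, was also higher in every Akk mouse, at 3.72, 9.85 and 4.64 FPKM against 0.02, 0.85 and 0.00 FPKM. A variant carried by the treated mice was examined in the blood of the same mice, where Gm14434 reached at most 0.04 FPKM in the Akk libraries, too low to show it. The difference cannot be told apart from these technical explanations or from an effect of the treatment.

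Il4i1 had a log2 fold change of 2.66, from values listed at 0 in the Ctrl mice and at 0.74, 0.42 and 0.48 FPKM in the Akk mice, higher in 3 of 3. Its values are low, and the call depends on the pseudocount, since with a pseudocount of 1 the adjusted p was 0.0992 from limma, in a range from 0.00451 to 0.223 over the alternatives. A biological difference in a gene at this level cannot be told apart from that dependence.

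The test for a sample far from the others needs more than 3 samples in a group and was not applied. Among the 65 genes shared by the tissues, 0 separated the groups fully in opposite directions.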

How the results depend on the processing

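The alternatives in this part were chosen before the data were examined, except those marked as added afterwards.

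In blood, 0 genes were lower and 0 higher past the thresholds, with 276 genes at an unadjusted p under 0.05. The counts were also 0 and 0 with a pseudocount of 1, with genes of a mean FPKM of at least 1, with quantile normalization, without the trend, and with a fold change threshold of 2 or none. A pseudocount of 0.01 gave 4 lower genes, and centring each library on its median gave 1 higher gene, Hist2h4, chosen after its values were seen. Across the 6 fits that each left out one library, from 0 to 23 genes were lower and 0 to 0 higher. A ratio of mean FPKM of at least 1.5 with no test gave 7960 lower and 37 higher genes. The next settings were added after seeing the data. Centring without Ctrl 1 gave 1 lower and 1 higher gene, and the ratio with one library left out gave from 2689 to 7961 lower and from 35 to 266 higher genes. The cause was not tested. In the self-test, 45% of simulated changes of 3 on the log2 scale were recovered, so the test made calls at this size. The simulated libraries had no shared shift, and smaller changes were not simulated.

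The replicate number as a block gave 1 lower and 0 higher genes in blood. Same-numbered blood libraries are from different mice and their deviations had a mean correlation of -0.02.

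The median log2 fold change of the blood table was -0.87. It was 0.05 with centring, 0.03 with quantile normalization and -0.24 without Ctrl 1, so list medians are read against that shift. With quantile normalization, the median was -0.062 for the genes of Fig. 4b, -0.14 for the NOD-like receptor list, 0.043 for TNF, -0.099 for T cell receptor, -0.10 for chemokine, 0.076 for insulin, 0.061 for mTOR and -0.23 for the Hmg family. With centring, it was -0.20 for T cell receptor, -0.099 for mTOR and -0.40 for the Hmg family. With centring and without Ctrl 1, a setting added after seeing the data, it was -0.032 for the genes of Fig. 4b, -0.064 for NOD-like receptor, 0.036 for TNF, -0.21 for T cell receptor, -0.11 for chemokine, 0.051 for insulin, -0.004 for mTOR, 0.072 for C-type lectin receptor and -0.35 for the Hmg family. A pseudocount of 1 gave -0.58 for the Hmg family. Over the fits that left out one library, the medians of the Fig. 4b genes, the 7 core lists and the Hmg family stayed negative. They were smaller in size without Ctrl 1, at -0.28 for Fig. 4b, -0.31 for NOD-like receptor, -0.21 for TNF and -0.46 for T cell receptor. In that fit chemokine was at -0.36, insulin at -0.20, mTOR at -0.25, C-type lectin receptor at -0.18 and the Hmg family at -0.60. The median of the 6 genes named in the paper's text went from -0.95 to 0.011 without Ctrl 1.

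With p adjusted over each list alone, 0 NOD-like receptor genes, 1 chemokine gene, 0 Fig. 4b genes and 16 interferon response genes passed in blood. For NOD-like receptor the count was 3 with a pseudocount of 0.01, centring, the replicate block or no trend, and 2 with a mean FPKM of at least 1, quantile normalization, or centring without Ctrl 1. For chemokine it was 0 with a pseudocount of 1, a mean FPKM of at least 1, centring, quantile normalization or no trend, and 2 with centring without Ctrl 1. For Fig. 4b it was 1 with quantile normalization or the replicate block. For interferon response it was 28 without the trend. With one library left out the counts went from 0 to 13, 0 to 2, 0 to 1 and 0 to 29 in that order, and from 0 to 1 for TNF. These counts within lists were added after seeing the data.

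In the hippocampus, 1 gene was lower and 2 were higher. The lower count was 0 with a pseudocount of 1, a mean FPKM of at least 1, centring, quantile normalization, the replicate block, limma without the trend, and centring without Ctrl 1. The higher count was 1 with a pseudocount of 1, a mean FPKM of at least 1, centring, quantile normalization and centring without Ctrl 1, 4 with a pseudocount of 0.01, and 0 with the replicate block, where 24 genes had an unadjusted p under 0.05. It was from 1 to 3 with one library left out, and the lower count from 0 to 1. The ratio with no test gave 95 lower and 78 higher genes, and with one library left out from 61 to 139 lower and from 68 to 148 higher genes. The median of the prolactin list was 1.83 among genes with a mean FPKM of at least 1, where 2 of its 4 genes remain. With one library left out, it ranged from 0.19 without Ctrl 3 to 1.14 without Ctrl 1. The median of the neuroactive ligand-receptor list ranged from 0.42 without Akk 3 to 1.49 without Ctrl 1. The median of the Fig. 4b genes could not be computed with that filter, and counting only shared genes past the thresholds in both tissues left 0 genes, so this alternative gave no share. With one library left out, the median of the Fig. 4b genes Casp4 and Mapk13 in the hippocampus ranged from -0.26 to 0.49, and was negative only without Ctrl 3. With a pseudocount of 1, 64.6% of the shared genes changed in the same direction, the same value as with 0.1.

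Among single blood genes, the direction reversed with centring for Tnf (0.34), Il1b (0.076) and Smad2 (0.37), with quantile normalization for Rela (0.076), Tnf (0.074), Il1b (0.37), Trp53 (0.065) and Smad2 (0.30), and with centring without Ctrl 1 for Casp4 (0.04), Tnf (0.23), Il1b (0.66) and Smad2 (0.40). With one library left out, the log2 fold change of Il1b ranged from -1.52 to 0.41 and that of Smad2 from -1.03 to 0.15. Centring adds 0.91 to the log2 fold change of every blood gene, and 0.25 where Ctrl 1 is left out, so genes that had fallen by less than that changed direction. Il1b and Smad2 were higher without Ctrl 1 before centring. With one library left out, these genes reversed only without Ctrl 1. That library held 174.42 FPKM of Il1b and 0.72 FPKM of Smad2, against at most 20.4 and 0.2 FPKM in the others. Their lower values in the Akk group thus rested on Ctrl 1. The cause of the reversals with quantile normalization was not tested. For the 17 single genes examined, another 20 values were weaker and 1 was stronger.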

Differences from the paper's values

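For blood, limma gave 0 DGEs, against the paper's 8003, with 0 downregulated against the paper's 7966 and 0 upregulated against the paper's 37. At an unadjusted p under 0.05 there were 276 genes. The table used here has 8003 genes, the paper's number of DGEs. Of the alternatives set before the data were examined, a ratio of mean FPKM of at least 1.5 with no test gave 7960 lower and 37 higher genes and closed the gap, and none of the others did. The direction of the mean FPKM alone, lower for 7966 genes and higher for 37, is the paper's split, a setting looked at after seeing the data.

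For the hippocampus, limma gave 3 DGEs, against the paper's 337, with 1 downregulated against the paper's 155 and 2 upregulated against the paper's 182. The table used here has 284 genes, so no setting could reach the paper's total. None of the alternatives set before the data were examined reached the paper's numbers. The nearest was the ratio of mean FPKM with no test, with 95 lower and 78 higher genes. With the ratio and one library left out, a setting added after seeing the data, from 61 to 139 genes were lower and from 68 to 148 higher. Some of these lie within 1.5 times the paper's numbers in 1 direction only. The lower counts without Ctrl 2, Ctrl 3 and Akk 2 were 118, 136 and 139, beside 74, 68 and 72 higher genes. Without Ctrl 1 there were 148 higher genes beside 61 lower ones.

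The paper reports the genes of the NOD-like receptor pathway as lower in blood, and the 27 genes analysed here were lower without passing the thresholds. It reports this pathway as lower in the hippocampus, where Casp4 and Mapk13 had log2 fold changes of 0.15 and 0.19, with a median of -0.26 without Ctrl 3, and Gbp4 and Naip6 had -0.70 and -0.43, all without passing the thresholds.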

Other observations

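In this part, the tests on blood cell markers, erythroid genes and neighbouring brain regions were set before the data were examined, and the other tests were chosen after the results were seen.

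Far more blood genes were lower than higher in the Akk group. The genes of the table are those the authors selected, so tests on them cannot settle why. Without Ctrl 1, the median log2 difference of the Akk libraries from Ctrl 2 and Ctrl 3 was -0.24, against -0.87 with it and 0.43 between Ctrl 2 and Ctrl 3, and 81.6% of the genes still had a lower mean log2 value in the Akk group. A Ctrl 1 library that differs as a whole may therefore account for much of the fall. A difference in cell composition was examined with marker lists. The monocyte markers fell by 0.87 more than the table, the neutrophil markers by 0.65, 6 erythroid markers by 0.43, the platelet markers by 0.34, the T cell markers by 0.28 and 3 B cell markers by 0.03, so some lists fell more than the table and none less. A few genes taking most of the counts could not be examined, since 6 of 41 erythroid markers are listed and the globins were not analysed here. The fall was alike across GC content and transcript length, with a median log2 fold change nearest 0 of -0.80 in the tertile of the longest transcripts. Other splits of the libraries say nothing about the count past the thresholds, which was 0 for the real split and is therefore met by all 4 splits that part the same-numbered pairs. At an unadjusted p under 0.05, the real split gave 276 genes and the other 3 gave 137, 18 and 15. With libraries centred, the real split gave the fewest of the 4, 308 genes against 542, 322 and 480. The other 6 splits part 1 pair each. The split of Ctrl 1, Ctrl 2 and Akk 1 against the rest called 3 genes, with 766 at an unadjusted p under 0.05. A biological explanation cannot be told apart from the Ctrl 1 library, the cell composition and the selection of the genes.

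The interferon response genes, a marker list written before the data were examined, fell more than the rest of the blood table. All 31 listed genes of 34 were lower, with a median log2 fold change of -2.15, and 15 had every Akk value below every Ctrl value, which chance gives for 5% of unselected genes. With p adjusted over the list alone, 16 genes passed the thresholds in limma, and 0 passed over the whole table. Adjusted over the list, 22 passed with libraries centred, 18 with quantile normalization and 19 with centring without Ctrl 1, and from 0 to 29 with one library left out, 0 without Akk 2. Irf7 was at 175.74, 198.04 and 79.14 FPKM in the Ctrl mice and at 15.57, 24.97 and 19.82 FPKM in the Akk mice, so that its difference does not rest on Ctrl 1. With centring and without Ctrl 1, the list median was -0.98, lower than all but 0.01% of random lists of matched expression, the smallest share that 10000 lists can give. Quantile normalization gave -1.03 at the same percentile. Removing a linear trend on GC content and length changed little, from -1.28 to -1.30 relative to the median of the table. The percentile does not set the list apart from blood cell markers, since the T cell and monocyte lists were also at 0.01% with centring and without Ctrl 1, and the neutrophil list at 0.02%. In that setting the median log2 fold change was -0.57 for T cell, -0.64 for monocyte and -0.36 for neutrophil markers. It was -1.26 for the 6 listed erythroid markers, lower than for the interferon response list, and 4 of the 6 passed with p adjusted over their list. For platelet markers it was -0.064 and for the 3 B cell markers -0.11. A difference in cell composition cannot be told apart from a change within cells. Of the 4 splits that part the same-numbered pairs, 1, the real one, gave as large a difference, which is the smallest share that 4 splits can give. Same-numbered libraries are from different mice. The two-sided exact permutation p of the list, which uses every split, was 0.1, the smallest that 3 mice against 3 allow. The lowest log2 fold change on the NOD-like receptor list, -2.87, is that of Oas1g, so that list is not independent of the interferon response list. A lower interferon response in the blood of the treated mice, or a higher one in the control mice, is a hypothesis.

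In the hippocampus, Mc3r, Pomc, Gh and Prl of the 6 listed neuroactive genes had a higher mean FPKM in the Akk group, and Adora3 and Prlr had a lower one, with log2 fold changes of -0.44 and 0.20. The list did not separate the groups, with a two-sided exact permutation p of 0.3. Tissue from neighbouring brain regions in some libraries was examined with marker lists. All 22 choroid plexus markers in the table, Prlr among them, had their 2 highest values in Ctrl 1 and Akk 2, with Ttr at 5709.04 and 2032.76 FPKM against at most 49.05 FPKM in the other libraries. Choroid plexus tissue may therefore have been part of these 2 libraries, 1 of each group. The markers had a mean log2(FPKM + 0.1) of 4.674 in Ctrl 1 and 3.795 in Akk 2. Of the 22, 19 had a negative and 3 a positive log2 fold change, with a median of -0.35 and a two-sided exact permutation p of 0.6. Their direction was thus mostly lower in the Akk group, unlike that of Mc3r, Pomc, Gh and Prl. Isl1, on the striatum marker list written before the data were examined and singled out after its values were seen, was higher in every Akk mouse, with a log2 fold change of 2.32 and an adjusted p of 0.181 from limma, a direction in which more striatal tissue in the Akk libraries is a candidate explanation. On the thalamus list, the 1 gene in the table had a log2 fold change of -0.27. Ecel1 and Slc10a4, chosen after their values were seen, were also higher in every Akk mouse, with log2 fold changes of 2.29 and 2.11 and adjusted p-values of 0.120 and 0.156 from limma. A difference in the tissue taken cannot be told apart from an effect of the treatment.

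Prl was far higher in 1 Akk library, at 2257.54 FPKM in Akk 3. Pituitary tissue in one library is a candidate explanation, and all 3 pituitary markers in the table, Prl, Gh and Pomc, were highest in Akk 3, with Gh at 3.06 and Pomc at 1.74 FPKM. Prl itself is 1 of the 3, and Gh did not rise in proportion, so the test cannot settle it.

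Of the 4 splits of the hippocampal libraries that part the same-numbered pairs, 1, the real one, gave as many as 3 genes past the thresholds, and 2 of the 4 gave as many genes at an unadjusted p under 0.05. The other 6 splits, which part 1 pair each, gave 0.

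The paper reports Trp53 and the Hmg family in blood from quantitative PCR. In the blood libraries, Trp53 was at 2.44 ± 2.01 FPKM (SD, n = 3) in the Ctrl group and 0.980 ± 0.554 FPKM (SD, n = 3) in the Akk group, a log2 fold change of -1.07 with an adjusted p of 0.487 from limma. The 5 listed Hmg genes had a median log2 fold change of -1.31, and Hmgb1 was not analysed here. Fos, which the paper measured in the hippocampus, was at 61.71, 4.23 and 3.26 FPKM in the blood of the Ctrl mice and at 3.87, 3.31 and 4.37 FPKM in the Akk mice. Smad2 had a log2 fold change of -0.55 and 30 Trim genes a median of -0.87, the median of the table.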
